# A conserved mechanism drives partition complex assembly on bacterial chromosomes and plasmids

**DOI:** 10.15252/msb.20188516

**Published:** 2018-11-16

**Authors:** Roxanne E Debaugny, Aurore Sanchez, Jérôme Rech, Delphine Labourdette, Jérôme Dorignac, Frédéric Geniet, John Palmeri, Andrea Parmeggiani, François Boudsocq, Véronique Anton Leberre, Jean‐Charles Walter, Jean‐Yves Bouet

**Keywords:** DNA segregation, *Escherichia coli*, F plasmid, ParABS, plasmid partition, DNA Replication, Repair & Recombination, Microbiology, Virology & Host Pathogen Interaction, Quantitative Biology & Dynamical Systems

## Abstract

Chromosome and plasmid segregation in bacteria are mostly driven by ParAB*S* systems. These DNA partitioning machineries rely on large nucleoprotein complexes assembled on centromere sites (*parS*). However, the mechanism of how a few *parS*‐bound ParB proteins nucleate the formation of highly concentrated ParB clusters remains unclear despite several proposed physico‐mathematical models. We discriminated between these different models by varying some key parameters *in vivo* using the F plasmid partition system. We found that “Nucleation & caging” is the only coherent model recapitulating *in vivo* data. We also showed that the stochastic self‐assembly of partition complexes (i) is a robust mechanism, (ii) does not directly involve ParA ATPase, (iii) results in a dynamic structure of discrete size independent of ParB concentration, and (iv) is not perturbed by active transcription but is by protein complexes. We refined the “Nucleation & caging” model and successfully applied it to the chromosomally encoded Par system of *Vibrio cholerae*, indicating that this stochastic self‐assembly mechanism is widely conserved from plasmids to chromosomes.

## Introduction

The segregation of DNA is an essential process for the faithful inheritance of genetic material. Minimalistic active partition systems, termed Par, ensure this key cell cycle step in bacteria (Baxter & Funnell, 2014) and archaea (Schumacher *et al*, 2015). Three main types of bacterial partition systems have been identified and classified by their NTPase signatures. Of these, the type I, also called ParAB*S*, is the only one present on chromosomes and the most widespread on low‐copy‐number plasmids (Gerdes *et al*, 2000). Each replicon encodes its own ParAB*S* system and their proper intracellular positioning depends on the interactions of the three ParAB*S* components: ParA, a Walker A ATPase; ParB, a dimer DNA binding protein; and *parS*, a centromere‐like DNA sequence that ParB binds specifically. The ParA‐driven mechanism that ensures the proper location and the directed segregation of replicons relies on the positioning of ParB*S* partition complexes within the nucleoid volume (Le Gall *et al*, 2016) and on a reaction diffusion‐based mechanism (Hwang *et al*, 2013; Lim *et al*, 2014; Hu *et al*, 2017; Walter *et al*, 2017).

The centromere‐like *parS* sites are located close to the replication origin on chromosomes and plasmids, and are typically composed of 16‐bp palindromic motifs (Mori *et al*, 1986; Lin & Grossman, 1998). ParB binds with high affinity to its cognate *parS* as dimers (Hanai *et al*, 1996; Bouet *et al*, 2000). This serves as a nucleation point for assembling high molecular weight ParB‐*parS* partition complexes, as initially seen by the silencing of genes present in the vicinity of *parS* (Lynch & Wang, 1995; Lobocka & Yarmolinsky, 1996). ParB binds over 10 Kbp away from *parS* sites for all ParAB*S* systems studied to date (Rodionov *et al*, 1999; Murray *et al*, 2006; Sanchez *et al*, 2015; Donczew *et al*, 2016; Lagage *et al*, 2016). This phenomenon, termed spreading, refers to the binding of ParB to centromere‐flanking DNA regions in a non‐specific manner. The propagation of ParB on DNA adjacent to *parS* is blocked by nucleoprotein complexes such as replication initiator complexes in the case of the P1 and F plasmids (Rodionov *et al*, 1999; Sanchez *et al*, 2015), or repressor–operator complexes on the bacterial chromosome (Murray *et al*, 2006). These “roadblock” effects led to the initial proposal that ParB propagates uni‐dimensionally on both sides of the *parS* sites, in a so‐called “1D‐spreading” model (see Fig EV1A). However, this model was put into question as (i) the quantity of ParB dimers present in the cell was insufficient to continuously cover the observed spreading zone, and (ii) ParB binding to *parS* adjacent DNA resisted biochemical demonstration (reviewed in Funnell, 2016).

**Figure EV1:**
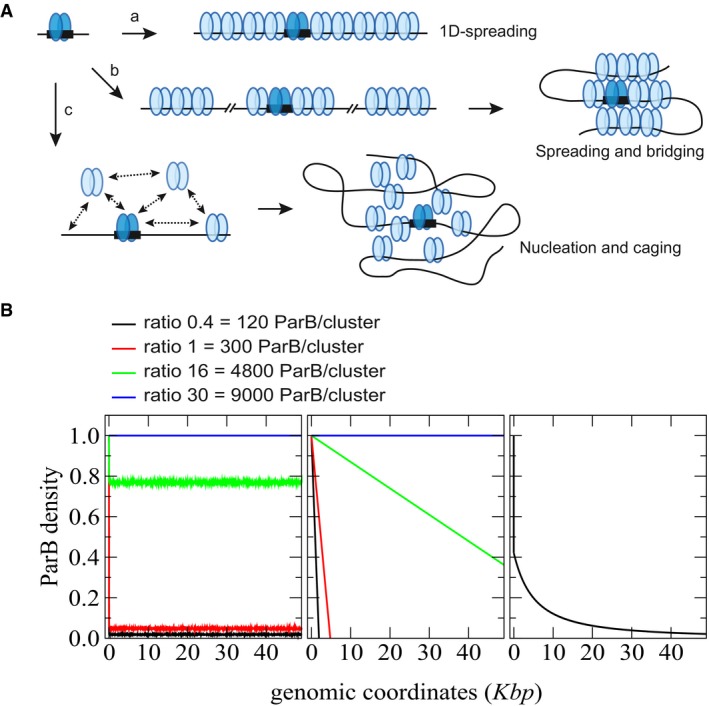
Physical predictions of the current ParB/*parS* assembly mechanisms Current models for ParB spreading and partition complex assembly. Schematic representation of the main currently proposed mechanisms for the assembly of partition complexes. ParB dimer (dark blue ovoids) binds specifically to the *parS* centromere sequence (black rectangle). (a) “1D spreading”. ParB dimers propagate by nearest‐neighbor interactions in 1D following the DNA track (black line) and form filaments away from *parS* in both directions. (b) “Spreading and bridging”. ParB dimers form (short) 1D filaments on *parS* and on nsDNA by nearest‐neighbor interactions. By bridging together these patches of ParB induce the formation of DNA loops. (c) “Nucleation and caging”. The transient interactions of ParB with itself and with ParB‐nsDNA provide a network of weaker interactions that nucleates the formation of a highly confined ParB zone. By preventing fast ParB diffusion away from the ParB/*parS* complex, these independent but synergistic interactions actively cluster most ParB around *parS*. Importantly, the DNA in the vicinity of parS would preferentially enter this high‐density region of ParB. This results in the stochastic binding of ParB over the centromere‐proximal DNA sequences which depend on the natural loops of the DNA, and leads to the observed power law decrease in ParB density occurring over large genomic distance.Modeling of the evolution of the DNA binding profiles in the vicinity of parS as a function of the ParB level. Schematics of ParB DNA binding profile as a function of ParB concentration from the predictions of the three main physico‐mathematical models. Note that the intracellular concentration is a good estimate of the amount of ParB in clusters as over 90% of ParB are highly confined around parS. (Left) The “1D‐spreading” model predicts a rapid decrease of the ParB density after the parS site (Broedersz *et al*, 2014). Most of the particles are homogeneously distributed at an average constant value along the DNA. This behavior is explained from general statistical physical ground: a 1D system of particles with nearest‐neighbor interactions cannot display a phase transition leading to a global clustering. (Middle) The “Spreading & bridging” model, in the strong coupling limit, predicts a clustering of all ParBs along the DNA with the constraint of overlapping with *parS* site. This leads to a triangular profile with a 1/m slope depending on the number of particles m (Broedersz *et al*, 2014). (Right) With the “Nucleation and caging” model, the decay only depends on the geometry of the foci (discussed in the manuscript). Upon variation of ParB level, the profiles would remain unchanged at a fixed cluster size despite fluctuation in ParB density and would thus overlap after a rescaling of the amplitude. Only “Nucleation and Caging” describes the profiles observed experimentally using high‐resolution ChIP‐sequencing (Fig 2A).

As an alternative to “1D‐spreading”, two other models for partition complex assembly have been proposed, namely “Spreading & bridging” (Broedersz *et al*, 2014) and “Nucleation & caging” (Sanchez *et al*, 2015). Both models (see Fig EV1A) rely on strong ParB clustering with over 90% of ParB confined around *parS* (Sanchez *et al*, 2015). The “Spreading & bridging” model proposes that nearest‐neighbor interactions (1D‐spreading) initiated at *parS* and non‐*parS* DNA sites in combination with their subsequent interactions in space (3D‐bridging), lead in one of the conditions tested (strong spreading and bridging) to the condensation of the ParB‐bound DNA into a large 3D complex over a contiguous 1D DNA domain (Broedersz *et al*, 2014; Graham *et al*, 2014). The “Nucleation & caging” model rather proposes that the combination of dynamic but synergistic interactions, ParB‐ParB and ParB‐nsDNA (Sanchez *et al*, 2015; Fisher *et al*, 2017), clusters most of the ParB around *parS* nucleation sites where a few ParB dimers are stably bound (Fig 1A). The *in vivo* ParB binding pattern from high‐resolution ChIP‐sequencing data was described with an asymptotic decay as a characteristic power law with an exponent b = −3/2, corresponding to the decreasing probability of the DNA to interact with the ParB cluster as a function of the genomic distance from *parS* (Sanchez *et al*, 2015). This model therefore proposes that the DNA surrounding the *parS* site interacts stochastically with the sphere of high ParB concentration. Interestingly, these three different assembly mechanisms have been explicitly modeled (Broedersz *et al*, 2014; Sanchez *et al*, 2015), thus allowing their predictions to be experimentally tested.

**Figure 1:**
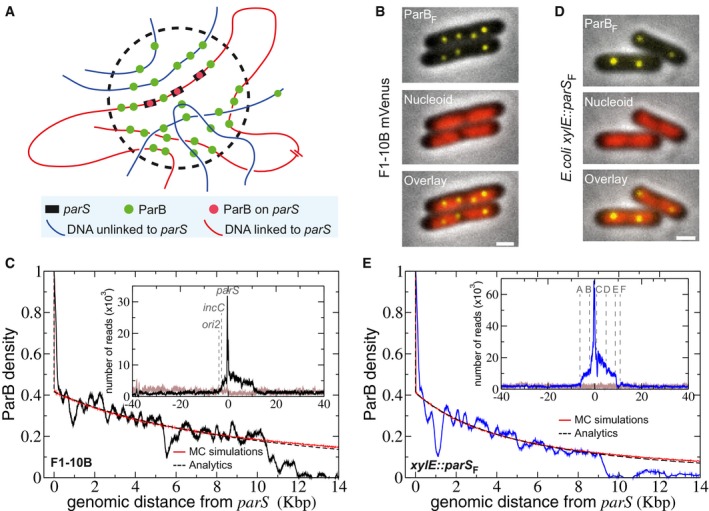
ParB_F_ binding outside of *parS* centromere on plasmid and chromosome ASchematic representation of the “Nucleation & caging” model. Most ParB dimers (green dots) are highly confined in a cluster (dotted circle) centered on the *parS* sites (black rectangles) onto which some ParBs are stably bound (red dots). The DNA entering the cluster is bound stochastically by ParB. Red and blue lines represent DNA present at small and large (or on a different molecule) genomic distance from *parS*, respectively.BParB clusters on F plasmid *in vivo*. Typical *Escherichia coli* cells (DLT3594) display foci of ParB_F_‐mVenus protein (top) expressed from the endogenous genetic locus of the F plasmid (F1‐10B‐mVenus). The nucleoid is labeled with Hu‐mCherry (central). The overlay (bottom) combines the two fluorescent channels. Over 99% of cells harbor ParB_F_ foci. Scale bars: 1 μm.CParB_F_ binding outside *parS*_F_ on the F plasmid is compatible with a power law decay. High‐resolution ChIP‐seq performed on DLT3586 carrying the F plasmid (F1‐10B). The ParB density, normalized to 1 at the first bp downstream the last *parS*_F_ binding repeat after background subtraction, is displayed over 14 Kbp on the right side of *parS*_F_. Monte Carlo simulations and analytic formula are represented in red and dotted black lines, respectively. MC simulations were performed with a Freely Jointed Chain of linear length *L *=* *15 Kbp and a cluster radius *σ *= 75 nm. The two other parameters, the Kuhn length *a *=* *10 bp and the total number of proteins on the F plasmid *N*_*t*_ **= 360 (related to the normalization constant of the protein concentration κ = 0.41), were fitted from the ChIP‐seq data (see text and Box 1). As a benchmark for simulations, the analytics are obtained from equation (1) with the same parameters. *Inset:* The ParB_F_ binding profile (black line) is represented as the number of nucleotide reads over 80 Kbp centered at *parS*. The number of reads in the input sample (gray line) is normalized to the total number of reads in the IP sample.D, ESame as (B and C) with *parS*_F_ inserted at the *xylE* locus on *E. coli* chromosome from DLT3584 and DLT2075, respectively. Cells were grown in the presence of 100 μM IPTG. The Kuhn length was adjusted to *a *=* *22 bp in the simulations and analytics. The characteristics of the A–F genetic loci are presented in Appendix Fig S1A. Note that a highly similar ParB_F_ DNA binding pattern is obtained when ParB_F_ was expressed *in trans* from a plasmid (strain DLT3567; Appendix Fig S1D).

To study the assembly mechanism of partition complexes, we used the archetypical type I partition system of the F plasmid from *Escherichia coli*. By varying several key parameters, we evaluated ParB binding patterns *in vivo* in relation to predictions of each model. We also investigated the chromosomal ParAB*S* system of the main chromosome of *Vibrio cholerae*. In all tested conditions, our data indicate that ParB binding profiles robustly correlate only with the predictions of the “Nucleation & caging” model.

## Results

### ParB_F_ distribution pattern around *parS*_F_ is similar on chromosome and plasmid DNA

The F plasmid partition complex assembles on a centromere sequence, *parS*_F_, composed of twelve 43‐bp tandem repeats (Helsberg & Eichenlaub, 1986), which contain ten 16‐bp inverted repeat motifs to which ParB_F_ binds specifically *in vitro* (Pillet *et al*, 2011) and *in vivo* (Sanchez *et al*, 2015). Partition complex assembly has been investigated using small versions of the F plasmid, either ~10 or ~60 Kbp. To discriminate between the different partition complex assembly models, we used two larger DNA molecules: the native 100‐Kbp F plasmid (F1‐10B; Appendix Table S1) and the 4.6‐Mbp *E. coli* chromosome with *parS*_F_ inserted at the *xylE* locus, in strains either expressing (DLT1472) or not (DLT1215) ParB_F_ from an IPTG‐inducible promoter.

We first verified the formation of ParB_F_ clusters on these two different DNA molecules using the ParB_F_‐mVenus fluorescent fusion protein. ParB_F_‐mVenus, fully functional in plasmid partitioning (Appendix Table S2), was expressed from the endogenous locus on the F plasmid (F1‐10B‐BmV) or from a low‐copy‐number plasmid under the control of an IPTG‐inducible promoter (pJYB294). In both cases, we observed bright and compact foci in nearly all cells (Fig 1B and D), indicating that the assembly of highly concentrated ParB_F_ clusters on *parS*_F_ from large DNA molecules, plasmid or chromosome, occurs similar to the smaller F plasmid counterparts (Sanchez *et al*, 2015). The number of foci from *parS*_F_ inserted on the chromosome is half of what is observed with the F plasmid, as expected from the twofold difference in copy number (Collins & Pritchard, 1973).

We then performed ChIP‐sequencing using anti‐ParB antibodies and compared the ParB_F_ patterns from the 100‐Kbp F1‐10B plasmid and the *xylE*::*parS*_F_ chromosome insertion (ChIP‐seq data are summarized in Table EV1). For F1‐10B, we observed a ParB binding pattern extending over 18 Kbp of *parS*_F_‐flanking DNA nearly identical to the one previously observed on the 60‐Kbp F plasmid (Sanchez *et al*, 2015), with the asymmetrical distribution arising from RepE nucleoprotein complexes formed on the left side of *parS*_F_ on *incC* and *ori2* iterons (Fig 1C). Besides the strong ParB binding enrichment in the vicinity of *parS*_F_, no other difference in the pattern between the input and IP samples was observed on the F plasmid and on the *E. coli* chromosome. When *parS*_*F*_ is present on the chromosome, the ParB_F_ binding pattern displays a comparable enrichment of *xylE*::*parS*_*F*_‐flanking DNA over 15 Kbp (Fig 1E). The ParB_F_ distribution extends ~9 and 6 Kbp on the right and left sides of *parS*_F_, respectively. The asymmetry does not depend on *parS*_F_ orientation as an identical ParB_F_ binding pattern was observed with *parS*_F_ inserted in the reversed orientation (*xylE*::*parS*_F_‐rev, Appendix Fig S1B and C). Similar patterns were also observed when ParB_F_ or ParB_F_‐mVenus were expressed *in trans* from a plasmid (Appendix Figs S1D and S3D). To the left side of *parS*_F_, ParB_F_ binding ends near the *yjbE* locus that harbors two promoters (locus A; Fig 1E, inset and Appendix Fig S1A), and to the right, ParB_F_ binding ends at the *yjbI* gene locus (locus E; Fig 1E and Appendix Fig S1A). A dip in the ParB binding intensity is also observed ~1 Kbp downstream from *parS*_F_ spanning ~300 bp, corresponding to a promoter region (locus C; Fig 1E and Appendix Fig S1A). Dips and peaks in this ParB_F_ binding pattern differ in terms of position and intensity when compared to the one present on the F plasmid. Overall, these data clearly indicate that the global ParB_F_ binding distribution around *parS*_F_ depends neither on the size nor the DNA molecule, plasmid or chromosome, and that the ParB_F_ binding probability is dependent on the local constraints of each given locus.

### The “Nucleation & caging” binding model describes the partition complex assembly from the nucleation point to large genomic distance

Based on a smaller version of the F plasmid, we previously proposed the “Nucleation & caging” model describing ParB stochastic binding at large distance (> 100 bp) from *parS* due to DNA looping back into the confined ParB cluster. The characteristic asymptotic decay is compatible with a power law with the exponent b = −3/2, a property that is also observed with 100‐Kbp F plasmid (Fig 1C) and with *parS*_F_ inserted on the *E. coli* chromosome (Fig 1E and Appendix Fig S1C). This property is thus an intrinsic parameter of the ParB_F_ binding profile at distance > 100 bp from *parS*_F_. The abrupt initial drop in ParB_F_ binding at a shorter genomic distance (< 100 bp) from *parS*_F_ is explained by the difference of ParB_F_ binding affinities between specific *parS*_F_ sites (*K*_*d*_ ~2 nM) and non‐specific DNA (*K*_*d*_ ~300 nM; Ah‐Seng *et al*, 2009). We modeled the DNA molecule by a Freely Jointed Chain (FJC) constituted of *N* monomers of size *a* [Kuhn length about twice the persistence length of the corresponding Worm‐like chain (Schiessel, 2013)]. One particle is always attached on *parS* whereas non‐specific sites are in contact with a reservoir of particles displaying a Gaussian distribution centered on *parS*. The ParB density was normalized to 1 by the value on the right side of *parS* and captured for non‐specific sites in the following phenomenological formula as the product of two probabilities integrated over the volume:

(1) $$P_{\mathrm{NC}}\left(s\right)=\int d^{3}rP\left(r,s\right)C\left(r\right),$$

where $P\left(r,s\right)={\left(\frac{3}{2\pi R^{2}\left(s\right)}\right)}^{3/2}e^{\frac{-3r^{2}}{2R{\left(s\right)}^{2}}}$ is the probability for two DNA loci spaced by a genomic distance *as* to be at a distance *r* in space for a Gaussian polymer (de Gennes, 1979); $R\left(s\right)=a\sqrt{s}$ is the equilibrium size of the section of DNA of linear length *as*; $C\left(r\right)=\kappa e^{\frac{-r^{2}}{2\sigma^{2}}}$ is the probability to find a protein ParB at a radial distance *r* from the centromere, with *κ* a normalization constant setting the total number *N*_*t*_ of ParB on the DNA molecule and σ the typical size of the cluster. Note that *C*(*r*) is the linearized form of the Langmuir model (Phillips *et al*, 2012) offering a more compact and intuitive expression for *P*_*NC*_ *(s)*. From (1), we easily calculate (see Box 1 for the details of the calculation):

(2) $$P_{\mathrm{NC}}\left(s\right)=\frac{\kappa }{{\left(\frac{a^{2}s}{3\sigma^{2}}+1\right)}^{3/2}}.$$

**Box 1: Analytic calculation of the linear probability of bound particles along DNA**

We model the DNA molecule by a Freely Jointed Chain (FJC) characterized by *N* freely rotating monomers of size *a* (total linear length *L = aN*). The probability distribution *P(r, s)* to have two monomers of a Gaussian polymer at a distance *r* and spaced by *s* monomers (linear distance *as*) along the polymer is given by de Gennes (1979):

(3) $$P\left(r,s\right)={\left(\frac{3}{2\pi R^{2}\left(s\right)}\right)}^{3/2}e^{\frac{-3r^{2}}{2R{\left(s\right)}^{2}}},$$

where $R\left(s\right)=a\sqrt{s}$ is the averaged radius occupied by a portion of polymer of size *as*. In the same way, we define the probability to find a particle ParB at the distance *r* from *parS* with a Gaussian repartition centered at *parS* and with a width σ corresponding to the averaged radius of the foci occupied by proteins:

(4) $$C\left(r\right)=\kappa e^{\frac{-r^{2}}{2\sigma^{2}}},$$

where κ is an adimensional normalization constant setting the total number of ParB on the DNA. Thus, the occupation rate of a protein on DNA is given by:

(5) $$P_{\mathrm{NC}}\left(s\right)=\int d^{3}rP\left(r,s\right)C\left(r\right)=\int dr4\pi r^{2}P\left(r,s\right)C\left(r\right).$$

The integration of equation (5) gives:

(6) $$P_{\mathrm{NC}}\left(s\right)=\frac{\kappa }{{\left(\frac{a^{2}s}{3\sigma^{2}}+1\right)}^{3/2}}.$$

Note that *P*_*NC*_(0) = κ, thus κ is setting the height of the drop between specific and non‐specific sites and can be estimated directly from the ChIP‐seq data. When *R* ^*2*^ *(s)* ⪢ 3σ^2^, we recover a pure algebraic law *P*_*NC*_ ~ s^−3/2^. The total number of particle *N*_*t*_ on the plasmid is:

(7) $$\int_{0}^{N}dsP_{\mathrm{NC}}\left(s\right)=N_{t}.$$

The latter integral gives the expression of the parameter κ as a function of *N*_*t*_:

(8) $$\kappa =\frac{1}{2}\frac{1}{3^{3/2}}{\left(\frac{a}{\sigma }\right)}^{3}\frac{N_{t}}{1/\left(\sqrt{3}\sigma /a\right)-1/\sqrt{N+3{\left(\sigma /a\right)}^{2}}}\underset{N\to \infty }{\to }\frac{1}{6}{\left(\frac{a}{\sigma }\right)}^{2}N_{t}.$$

The second term in equation (8) containing the total number *N* of monomers induces only corrections to the dominant behavior, we will thus restrict ourselves to the length enriched in ChIP‐seq, i.e. 15 Kbp. Note that the limit *N*→∞ in equation (8) gives us a condition on the ratio *a/σ* in order to have proteins on DNA. As κ is the amplitude of a probability, it has to satisfy the condition 0 ≤ κ ≤ 1. Indeed, at a fixed σ, if the Kuhn length becomes too large the polymer does not return in the focus frequently enough in order to ensure *N*_*t*_ bound proteins onto the DNA.

We note that the ParB proteins that bind to the DNA molecule targeted by ChIP‐seq come from a bound state on competing non‐spe DNA (see Fig 1A). Thus, the gain in energy is zero and the binding is solely governed by entropy. However, regarding the binding on specific DNA, there is a gain of energy corresponding to the difference between specific and non‐specific binding energies Δε = ε_s_ − ε_ns_, respectively. This energy difference Δε is sufficiently large in *E. coli* to consider that *parS* sites are always occupied.

Note that the decay versus the genomic distance *as* is asymptotically determined by a power law of exponent −3/2 modulated by an amplitude depending on the concentration of ParB. The model has only three parameters: σ = 75 nm is determined from superresolution microscopy (Lim *et al*, 2014; Sanchez *et al*, 2015). The two remaining parameters κ (a function of the total number of proteins *N*_*t*_) and the Kuhn length *a* are readily obtained from a fit of ChIP‐seq data (see Box 1 for the calculation and Materials and Methods for the fitting procedure). Note that the relation between κ and *N*_*t*_ depends on the bioinformatics analysis (Appendix Fig S1E). We obtained κ = 0.41 for both F plasmid or *parS*_F_‐chromosomal insertions, leading to 360 and 120 ParB per DNA molecule, respectively, in good agreement with former estimate (Bouet *et al*, 2005). The last remaining free parameter is the Kuhn length *a*, estimated to 10 or 22 bp for the F plasmid or *parS*_F_‐chromosomal insertions, respectively, to fully describe the ParB_F_ DNA binding profiles (Fig 1C and E, and Appendix Fig S1D). These fitted values are lower than expected, likely due to the modeling that does not account for supercoiling and confinement. Nevertheless, using these defined parameters, the refined “Nucleation & caging” model provides a qualitative prediction of the experimental data over the whole range of genomic positions, from a few bp to more than 10 Kbp.

### ParB_F_ DNA binding pattern over a wide range of ParB concentrations favors the “Nucleation & caging” model

The physical modeling for each proposed model (Broedersz *et al*, 2014; Sanchez *et al*, 2015) predicts distinct and characteristic responses upon variation of the intracellular ParB concentration (see explanations in Fig EV1B). Briefly, (i) the “1‐D filament” model predicts a rapid decrease of ParB binding followed by a constant binding profile dependent on ParB amount, (ii) the “Spreading & bridging” model predicts linear decays with slopes depending on the ParB amount, and (iii) the “Nucleation & caging” model predicts a binding profile which depends only on the size of the foci. The exponent b = −3/2 of the power law distribution would not change upon ParB amount variation resulting in an overall similar decay at a fixed focus size. In order to discriminate between these three model predictions, we performed ChIP‐seq experiments over a large range of intracellular ParB concentrations. To prevent interference with plasmid stability, we used the chromosomally encoded *xylE*::*parS*_F_ construct expressing *parB*_F_ under the control of an IPTG‐inducible promoter (DLT2075).

Without IPTG induction, ParB_F_ was expressed at ~0.2 of the physiological concentration from F plasmid, as judged by Western blot analyses (Appendix Fig S2B). We also tested an 8‐ and 14‐fold overproduction of ParB_F_. Assuming the twofold difference in copy number (Fig 1B and D), these three conditions provided ParB_F_/*parS*_F_ ratios of 0.4, 16, and 28, relative to the F plasmid one. At these three ratios, ChIP‐seq data revealed that ParB_F_ binding extended similarly over ~15 Kbp around *parS*_F_. We analyzed the right side of *parS*_F_ displaying the longest propagation distance by normalizing each dataset (Fig 2A). It revealed that regardless of ParB_F_ concentration, (i) the ParB_F_ distribution in the vicinity of *parS*_F_ always displays a good correlation with a power law fitting with an exponent of −3/2, (ii) the ParB_F_ binding profile ends at the same genomic location, i.e. 9 Kbp from *parS*_F_, and (iii) the location of the dips and peaks in the pattern is highly conserved, as confirmed by correlation analyses (Table EV2). These findings indicate a highly robust ParB_F_ binding pattern that is invariant over a ~70‐fold variation of the ParB_F_ amount.

**Figure 2:**
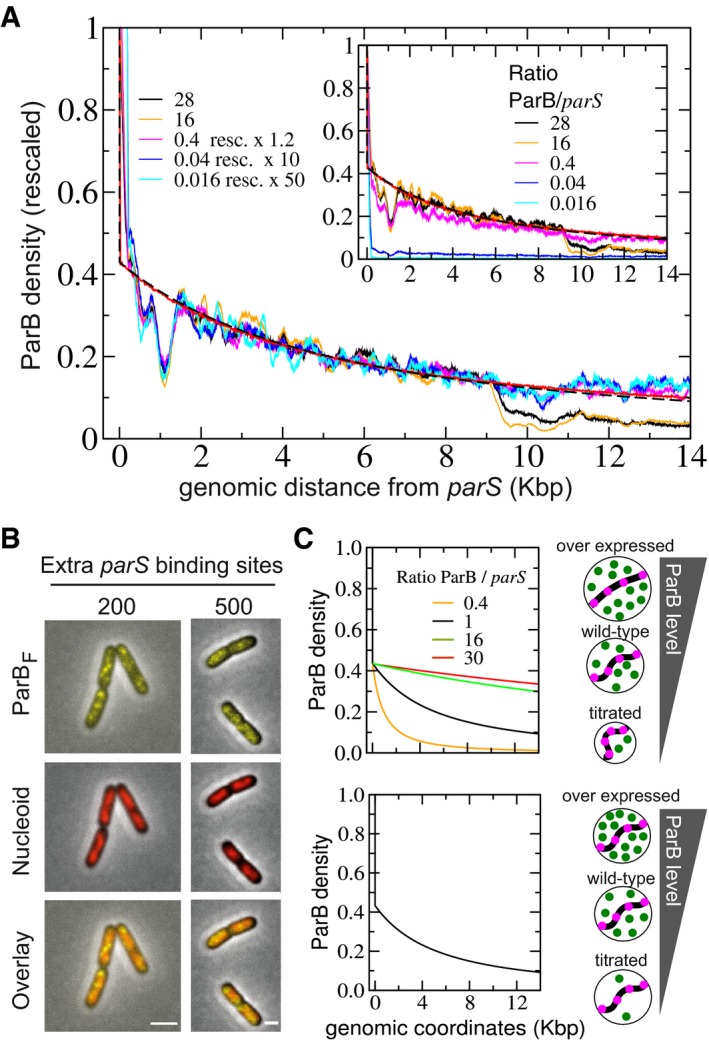
ParB_F_ DNA binding pattern is robust over a large range of intracellular ParB_F_ concentrations Normalized and rescaled ParB_F_ binding profiles at different ParB_F_/*parS*_F_ ratio. ChIP‐seq density on the right side of *parS*_F_ inserted at *xylE* was measured in DLT2075 induced (16, 28) or not (0.4) with IPTG (100 and 500 μM), or carrying HCN plasmids pZC302 (0.04) or pJYB57 (0.016), normalized as in Fig 1C and E with the amplitudes of the curves rescaled by the indicated factors (1.2, 10, or 50) to overlap with the curves of highest amplitude. The ParB/*parS* ratio is calculated relative to the one of F plasmid as determined from Western blot analyses (Appendix Fig S2B). Monte Carlo simulations and analytical formula are plotted with the same parameters as in Fig 1E. Note (i) that the dips at ˜9 Kbp are not visible for the low levels of available ParB since the signal is close to the basal level, and (ii) that the ChIP‐seq data at 100 μM IPTG induction (16) are the same as in Fig 1E. *Inset:* Same as in the main to display the density without rescaling.ParB_F_ is dispersed in the cell upon titration by HCN plasmids. ParB_F_‐mVenus expressed from pJYB294 was imaged as in Fig 1D in DLT3577 (left) and DLT3576 (right) carrying pZC302 and pJYB57, respectively. The number of extra *parS*_F_ per cell, indicated on top of each raw, is estimated from the copy number per cell of HCN plasmids carrying 10 specific binding sites. Scale bars: 1 μm.The size of ParB_F_ clusters is independent of the intracellular ParB_F_ concentration. We considered two possible evolutions of the cluster size upon variations of ParB amount in the framework of “Nucleation & caging” with corresponding schematics drawn on the right. For direct comparison with (A), all curves are displayed with a rescaling of the amplitude corresponding to the WT expression level. *Top*: constant ParB concentration; supposing that clusters are compact, the cluster radius *σ* would depend on the number *m* of ParB like *σ* = *m* ^1/3^. Predictions profiles, plotted at different ratio of ParB/*parS*, vary within the range of the experimental levels tested. *Bottom*: constant cluster size; ParB concentrations vary but the range of exploration remains the same resulting in overlapping profiles.

To further vary the amount of ParB_F_ available for partition complex assembly, high‐copy‐number (HCN) plasmids containing the *parS*_F_ sequence were introduced into the *xylE*::*parS*_F_ strain to efficiently titrate ParB_F_ by its binding to the excess of specific binding sites (~200‐ and ~500‐fold on pBR322 and pBSKS derivatives, respectively; Diaz *et al*, 2015). Epifluorescence microscopy of these strains reveals that all cells display a diffuse ParB‐mVenus fluorescence (Fig 2B) in contrast to concise foci without titration (Fig 1A), suggesting a large reduction of ParB availability to non‐specific sites in the vicinity of *parS*_F_ on the chromosome. ChIP‐seq analyses in the two titration conditions revealed that ParB binding in the vicinity of *parS*_F_ was dramatically reduced as expected. However, rescaling the signals by a factor of 10 and 50 for the pBR322 and pBSKS *parS*_F_‐carrying derivatives, corresponding to a ParB_F_/*parS*_F_ ratio of 0.04 and 0.016, respectively, revealed a ParB_F_ binding pattern above the background level (Fig 2B, inset). In both datasets, ParB_F_ binding decreases progressively over about the same genomic distance and with a similar power law decay as without titration. Moreover, even with these very low amounts of available ParB_F_, the dips and peaks in the profiles are present at similar positions (Table EV2).

The invariance of the overall ParB profile over three orders of magnitude of ParB concentration (Fig 2B, inset) excludes the predictions of both the “1‐D filament” and the “Spreading & bridging” models (Fig EV1). In addition, the conservation in the positions of the dips and peaks indicates that the probability of ParB_F_ binding at a given location is also not dependent on the amount of ParB_F_ in the clusters. These results are strongly in favor of the refined “Nucleation & caging” model presented above.

### The size of the dynamic ParB/*parS* cluster is independent of ParB intracellular concentration

In all of the ParB induction levels tested, the genomic distance over which ParB_F_ binds around *parS*_F_ is constant and displays a very similar decay (Fig 2A). This conserved binding behavior could provide information on the cluster size as a function of ParB amount. Indeed, the “Nucleation & caging” model predicts a density per site $P_{\mathrm{NC}}\left(s\right)=\kappa {\left(\frac{a^{2}s}{3\sigma^{2}}+1\right)}^{-3/2}$ (see equation (2)). Thus, the *P*_*NC*_(*s*) decay is entirely determined by the geometry of the foci and the intrinsic flexibility of the DNA, and the overall amplitude depends on the number of ParB. Varying the ParB amount could lead to two limiting situations: (i) the density of ParB, but not *σ*, is constant, (ii) *σ* is fixed and ParB density is variable. We plotted these two situations in the range of ParB/*parS* ratio considered experimentally (Fig 2C): with (i) the different *P*_*NC*_(*s*) strongly varied, and (ii) *P*_*NC*_(*s*) was invariant relative to the ParB amount resulting in overlapping profiles. Experimental data (Fig 2A) are in excellent agreement with the latter. From this modeling, we thus concluded that the size of partition complexes is invariant to change in ParB intracellular concentration.

### The arginine rich motif (box II) of ParB_F_ is critical for partition complex assembly

The ability of ParB to multimerize through dimer–dimer interactions is required for the formation of ParB clusters. A highly conserved patch of arginine residues present in the N‐terminal domain of ParB (box II motif; Yamaichi & Niki, 2000) has been proposed to be involved in ParB multimerization (Breier & Grossman, 2007; Song *et al*, 2017). To examine to what extent the box II motif is involved *in vivo* in the assembly of ParB_F_ clusters, we changed three arginine residues to alanine (Appendix Fig S3A). The resulting ParB_F_‐3R* variant was purified and assayed for DNA binding activity by electro‐mobility shift assay (EMSA) in the presence of competitor DNA using a DNA probe containing a single *parS*_F_ site (Fig 3A). ParB_F_‐3R* binds *parS*_F_ with high affinity (B1 complex) indicating no defect in *parS* binding nor dimerization, a property required for *parS* binding (Hanai *et al*, 1996). However, in contrast to WT ParB, the formation of secondary complexes (B'2 and B'3), resulting from non‐specific DNA binding and dimer–dimer interaction (Sanchez *et al*, 2015), was impaired further suggesting the implication of box II in dimer–dimer interaction. A mini‐F carrying the *parB*_*F*_ ‐3R* allele (pAS30) was lost at a rate corresponding to random distribution at cell division (Appendix Table S2), indicating that this variant is unable to properly segregate the mini‐F.

**Figure 3:**
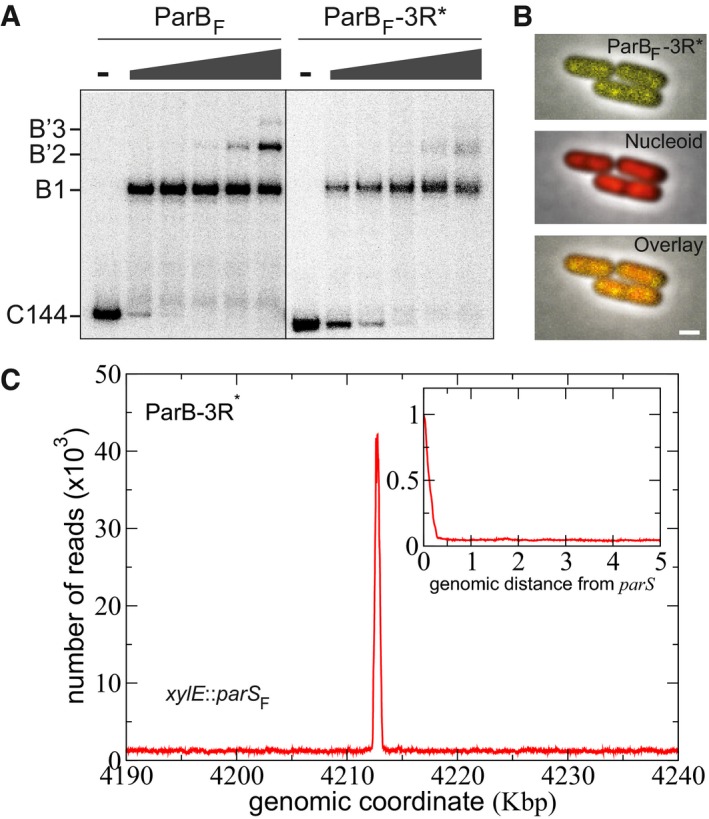
The box II motif of ParB_F_ is crucial for ParB_F_ binding in the vicinity of *par* *S*_F_ and cluster formation The formation of secondary ParB_F_‐DNA complexes requires the box II motif. EMSA was performed with a 144‐bp ^32^P‐labeled DNA fragments (C144) carrying a single 16‐bp *parS* binding motif. Reaction mixtures containing 100 μg ml^−1^ sonicated salmon sperm DNA were incubated in the absence (−) or the presence of increasing concentrations (gray triangle; 10, 30, 100, 300, and 1,000 nM) of ParB_F_ or ParB_F_‐3R*. Positions of free and bound probes are indicated on the left. B1 represents complexes involving the specific interaction on the 16‐bp binding site, while B'2 and B'3 complexes represent secondary complexes involving the *parS*_F_ site with one or two additional nsDNA‐binding interactions, respectively (Sanchez *et al*, 2015).ParB_F_ cluster formation requires the box II motif. Epifluorescence microscopy of ParB_F_‐3R*‐mVenus from DLT3566 is displayed as in Fig 1D. Scale bars: 1 μm.ParB_F_ *in vivo* DNA binding in the vicinity of *parS*_F_ sites requires the box II motif. ChIP‐seq was performed on DLT3726 carrying *parS*_F_ in the *xylE* chromosomal locus and expressing ParB_F_‐3R* variant. ParB_F_‐3R* DNA binding profile displayed the number of nucleotide reads as a function of the *Escherichia coli* genomic coordinates. The peak at *parS*_F_ covered approximately 950 bp, which corresponds to the 402 bp between the 1^st^ and 10^th^ specific binding sites and ˜280 bp on each sides (representing the average size of the DNA library; see Appendix Fig S3E). No ParB_F_‐3R* enrichment was found on *parS*_F_‐flanking DNA and elsewhere on the chromosome. *Inset:* Zoom in on the right side of *parS*_F_ over 5 Kbp with the ParB density, normalized to 1 at the first bp after the last *parS* binding repeat, plotted as a function of the distance from *parS*_F_. Note that a highly similar DNA binding pattern is obtained with ParB_F_‐3R*‐mVenus (strain DLT3566; Appendix Fig S3C).

The ParB_F_‐3R* variant was then expressed in native or fluorescently tagged (ParB‐R3*‐mVenus) forms, from pJYB303 or pJYB296, respectively, in the *xylE*::*parS*_F_ strain. By imaging ParB_F_‐3R*‐mVenus, we observed only faint foci in a high background of diffuse fluorescence (Fig 3B). These barely detectable foci may correspond to ParB_F_‐3R*‐mVenus binding to the 10 specific sites present on *parS*_F_ and, if any, to residual ParB_F_ cluster formation. We then performed ChIP‐seq assays with ParB_F_‐3R* present in ~25‐fold excess (relative ParB_F_/*parS*_F_ ratio compared to the F plasmid one; Appendix Fig S3B). The resulting DNA binding profile displayed enrichment only at *parS*_F_ with a total absence of ParB_F_ binding on *parS*_F_‐flanking DNA (Fig 3C). Indeed, no residual ParB_F_ binding to non‐specific DNA was detected when the size of the DNA fragments in the IP library is taken into account (Appendix Fig S3E). This pattern differs from those observed in conditions of ParB_F_ titration (Fig 2A; inset), indicating that the ParB_F_‐3R* box II variant is fully deficient in clustering *in vivo*. The same patterns were also observed with ParB_F_‐3R*‐mVenus (Appendix Fig S3C and F) indicating that the mVenus fluorescent‐tag fused to ParB_F_ does not promote cluster assembly.

Together, these results indicate that the box II variant is specifically deficient in ParB_F_ cluster assembly but not in *parS*_F_ binding, and thus reveal that the box II motif is critical for the auto‐assembly of the partition complex.

### ParB also propagates stochastically from native chromosomal *parS* sites

ParAB*S* systems are present on most bacterial chromosomes (Gerdes *et al*, 2000). To determine whether chromosomal ParB‐*parS* partition complexes also assembled *in vivo* in a similar manner to the F plasmid, we investigated the bacterium *V. cholerae*, whose genome is composed of two chromosomes. We focused on the largest chromosome to which ParB_*Vc*1_ binds to three separated 16‐bp *parS* sites comprised within 7 Kbp (Saint‐Dic *et al*, 2006; Baek *et al*, 2014; Fig 4A).

**Figure 4:**
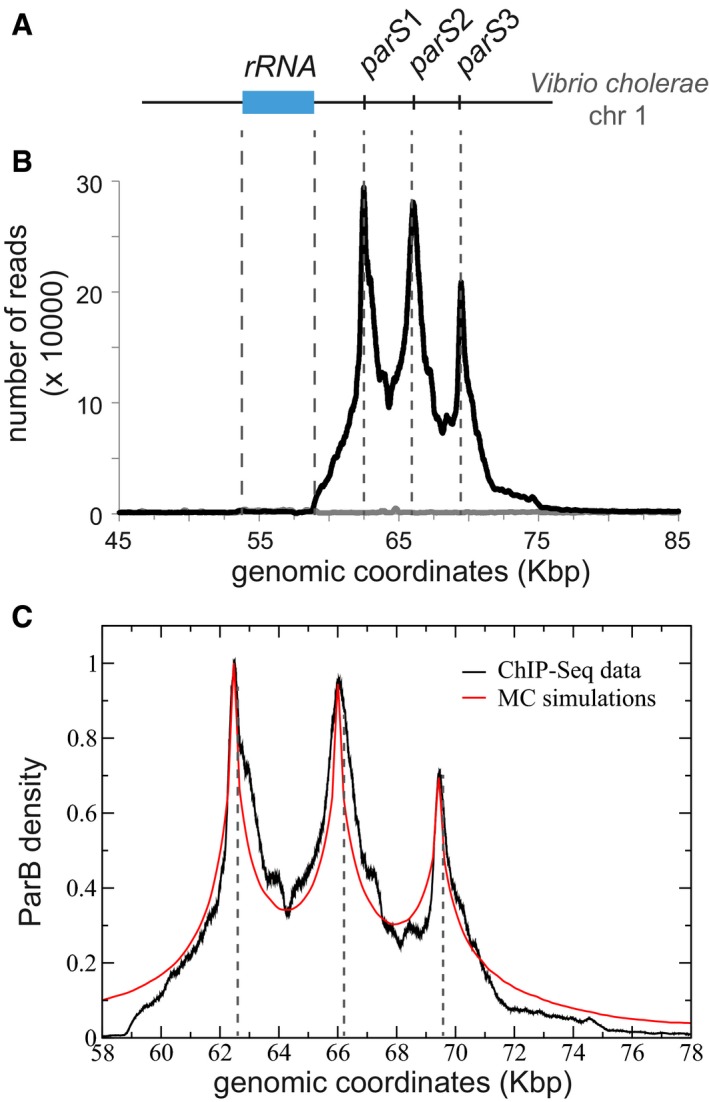
ParB of *Vibrio cholerae* assembled in cluster similarly to ParB_F_ Schematic representation of the genomic locus of the chromosome 1 of *V. cholerae* with the three *parS* sites, named *parS*1‐3. The rRNA operon (blue rectangle) spans the genomic coordinates 53,823–59,123.ChIP‐seq performed on strain N16961 is displayed as the number of nucleotide reads in function of the genomic coordinates. Correspondence to the *parS*1‐3 location represented in (A) is indicated by gray dotted lines. The number of reads in the input sample (gray line) is normalized to the total number of reads in the IP sample.We modeled the ChIP‐Seq data as in Fig 1C–E by means of MC simulations with a Freely jointed chain of size *N *=* *2,000 monomers of size *a *=* *16 bp. Data are normalized after background subtraction to the read value at *parS*1 (genomic coordinate 62,438). The best fit was achieved with σ = 25 nm and an amplitude κ = 0.15 leading to *N*_*t*_˜50 ParB on the chromosome. In the MC simulation, we accounted for the finite width of the distribution around *parS* sites by including the average fragment size of the DNA library (304 bp; for comparison, a simulation without is provided in Appendix Fig S4B).

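IP coverage at coordinate 62438 was 282841 in replicate 2 and 32856 in replicate 1, without smoothing or background subtraction. The background subtracted here was 1253 and 1124, so that it was a small share of the value at parS1 in both replicates.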

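The fragment size of the replicate 2 IP library was 291 bp and that of the replicate 1 IP library 242 bp. With these sizes in place of 304 bp in the closed form of the model, the root mean square difference from 58 to 78 Kbp was 0.0742 in replicate 2 and 0.139 in replicate 1, against 0.0726 and 0.161.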

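ParBVc1 binding was measured by ChIP-seq in V. cholerae strain N16961, of biovar El Tor, grown at 37°C to an OD of 0.5 and cross-linked with 1% formaldehyde. The data analysed here are 4 libraries, an input and an anti-ParBVc1 immunoprecipitate (IP) from each of 2 replicate cultures. Table EV1 marks replicate 2 as the one presented in the figures. The authors mapped Ion Torrent reads with TMAP, extended each read to a single fragment size per library and deposited the coverage at every bp of both chromosomes, without normalization. The sequences in these data are 2961149 bp long for chromosome 1 and 1072315 bp for chromosome 2. The steps of the coverage gave fragment sizes of 242 bp for the replicate 1 IP, 291 bp for the replicate 2 IP, 174 bp for the replicate 1 input and 300 bp for the replicate 2 input, which are the sizes in Table EV1. Total coverage divided by these sizes corresponded to 13454514 and 12667067 reads for the IP of replicates 1 and 2, and to 12858152 and 2604590 reads for their inputs. The replicate 2 input was thus the least deeply sequenced library, with a mean coverage of 194 against 555 for the replicate 1 input. Its total number of reads is 2774742 in Table EV1 and another in the sample labels, and the value of Table EV1 was used. In the present calculations, IP coverage was smoothed by a running mean over 50 bp on either side, and the background was the median IP coverage of the same library on chromosome 1 from 25 to 45 and from 85 to 105 Kbp. The paper subtracts a background, which a legend of the Appendix describes as the basal readout of ParB binding, and its text does not give the positions from which it was taken. Values are given per replicate or as mean ± SD (n = 2 cultures). With 2 IP against 2 input libraries, an exact two-sided permutation test cannot give a p below 0.33.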

We purified ParB_*Vc*1_ antibodies against his‐tagged ParB_*Vc*1_ and performed ChIP‐seq assays on exponentially growing cultures. 

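The background was 1124 in the replicate 1 IP and 1253 in the replicate 2 IP, in fragments per bp. In replicate 2, the replicate presented in Fig 4B, IP coverage was at least 3 times the background without interruption from 58823 to 76517 on chromosome 1, over 17.7 Kbp. In replicate 1, the same criterion was met from 61133 to 70466, over 9.33 Kbp, which gives 13.5 ± 5.91 Kbp (SD, n = 2). Above the background, this limit stood at 0.867% of the parS1 summit in replicate 2 and 7.18% in replicate 1, so that the lengths depend on the strength of the IP. The mean moved most with the median of chromosome 1 as background, with which the length was 29.8 Kbp in replicate 2 and 11.1 Kbp in replicate 1. This median was 507 and 795, below the coverage around the domain, which lowers the limit. The domain of replicate 2 held 41.6% of the coverage of the replicate 2 IP and 3.03% of that of the replicate 1 IP, against 0.635% and 0.740% of the cognate inputs (exact two-sided permutation test of IP against input, p = 0.33, the smallest that 2 against 2 libraries allow). The ratio of IP to cognate input over this domain was 103 in replicate 2 and 3.66 in replicate 1, after scaling to the median ratio outside 45 to 85 Kbp. With the mean of both inputs in place of the pairing of each IP with its own input, it was 97.5 and 4.07. The summits of the 3 peaks were at 62491, 66023 and 69454 in replicate 2 and at 62450, 66111 and 69440 in replicate 1. The parS1 summit was thus 53 bp and 12 bp to the right of coordinate 62438, the parS1 position in the legend of Fig 4C. The positions of parS2 and parS3 are shown in Fig 4A, and the distance of their summits from the motif was not analysed here.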

The ParB_*Vc*1_ DNA binding pattern covered ~18 Kbp and displayed three peaks at the exact location of the three *parS*_*Vc*1_ sites (Fig 4B). No other ParB binding was observed over the *Vibrio* genome. 

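The genome was scanned in 1000-bp windows for the ratio of IP to cognate input, scaled to its median outside 45 to 85 Kbp of chromosome 1. Among the 3993 windows outside that region, 0 had a ratio of at least 2 in both replicates, and 0 had a ratio of at least 1.5 in both. Within the region, 10 windows reached 2 in both replicates, and they lay between 61 and 71 Kbp. The rule thus left out parts of the replicate 2 domain, which ran from 58823 to 76517. Weak binding outside the region could be missed in the same way. The window outside the region with the largest ratio in the lower replicate was at 1606001 to 1607000 on chromosome 1, with ratios of 1.44 in replicate 1 and 1.57 in replicate 2. The next 4, at 1438001, 1699001, 1687001 and 1604001 on the same chromosome, had lower-replicate ratios of 1.37, 1.36, 1.36 and 1.35. Outside the region the log2 ratios of both replicates were uncorrelated across windows (r = -0.00040, windows not being independent replicates). In replicate 2 taken alone, 13 windows outside the region had a ratio of at least 2, of which the largest was 3.09 at 87001 to 88000 on chromosome 1, where the ratio was 0.806 in replicate 1. In 6 of the 13, from 94001 to 109000, the replicate 2 IP lay between 1260 and 1454, near its background of 1253. Some of these windows lie within 85 to 105 Kbp, which partly defines this background. limma on log2(normalized coverage + 1) with the replicate as a block called 0 windows at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1, inside or outside the region, and 0 without the block. At an unadjusted p under 0.05, 6 windows had a log2 fold change of at least 1 with the block, all of them inside the region, and 5 without it. The window that holds parS1 had a log2 fold change of 6.04 (standard error 1.41, limma adjusted p = 0.691). The replicate numbers pair the libraries by the labels, and the deviations of same-numbered IP and input libraries from their group means had a correlation of 0.110 across windows. With coverage scaled by the total of each library, limma called 15 windows, all inside the region. That scaling lowers the replicate 2 IP outside the domain. At an unadjusted p under 0.05, limma then found 154 windows with a negative log2 fold change, against 7.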

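At the parS1 summit, IP coverage was 290370 in replicate 2 and 32433 in replicate 1, 232 and 28.9 times the background. It was 278491 and 27549 at parS2, or 222 and 24.5 times the background. At parS3 it was 205672 and 20653, or 164 and 18.4 times the background. The input coverage at these summits lay between 228 and 238 in replicate 2 and between 937 and 1054 in replicate 1. The order parS1, parS2, parS3 from highest to lowest was found in both replicates. Relative to parS1 after background subtraction, parS2 was at 0.901 ± 0.081 (SD, n = 2) and parS3 at 0.665 ± 0.059. The gap of parS3 to parS1 was several times the SD between replicates, whereas that of parS2 to parS1 was little larger than it. With smoothing over 250 bp on either side, parS2 was at 1.03 in replicate 2 and 0.983 in replicate 1, so that the order of parS1 and parS2 was not kept in replicate 2.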

Each peak exhibits a distinct but reproducible difference in intensity that might correspond to the slight differences in *parS*_*Vc*1_ sequences (Appendix Fig S4A). An asymmetry in the binding pattern was observed on the left side of *parS*1 with the limit of ParB_*Vc*1_ binding corresponding to the end of the rRNA operon located ~4 Kbp upstream from *parS*1 (Fig 4B). This suggests that highly transcribed genes might significantly interfere with the extent of ParB binding.

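The rRNA operon spans 5301 bp, from 53823 to 59123 on chromosome 1, and ends 3315 bp to the left of parS1. In replicate 2, IP coverage was 21247 at 200 bp to the right of the operon end and 16097 at the end itself. It dropped to 7850 at 200 bp and to 2167 at 400 bp inside the operon. In replicate 1, the corresponding values were 1684, 1579, 1361 and 1251, against a background of 1124, so that the signal also dropped across the operon end. The left limit at 3 times the background was 3.62 Kbp from parS1 in replicate 2 and 1.31 Kbp in replicate 1, and the right limit was 7.06 and 1.03 Kbp from the parS3 summit. At 3 Kbp from the nearest site, the signal above background was 7.98% of the parS1 summit on the left and 9.71% of the parS3 summit on the right in replicate 2. The parS3 summit was itself 0.707 of parS1 there, so that relative to parS1 alone the left was the higher at 3 Kbp. At 4 Kbp the signal was 0.242% on the left and 7.62% on the right, and at 5 Kbp 0.0527% and 6.34%. In replicate 1, it was 0.213% on the left and 3.15% on the right at 4 Kbp. At 2 Kbp the left was the higher, with 17.2% against 14.6% in replicate 2 and 5.76% against 5.63% in replicate 1. At 6 Kbp it was 0.263% on the left and 2.17% on the right in replicate 2, but 1.41% and 1.37% in replicate 1. The ratio of IP to cognate input in the operon was 0.251 in replicate 1 and 1.33 in replicate 2 (0.791 ± 0.763, SD, n = 2), and 0.739 and 1.56 over the 5 Kbp to its left. With the mean of both inputs in place of the pairing by replicate, the ratio in the operon was 0.338 and 0.958. The input coverage was itself higher in the operon than over the 5 Kbp to its left, by 3.03 times in replicate 1 and 1.93 times in replicate 2, which lowers these ratios.

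**Figure D1:**
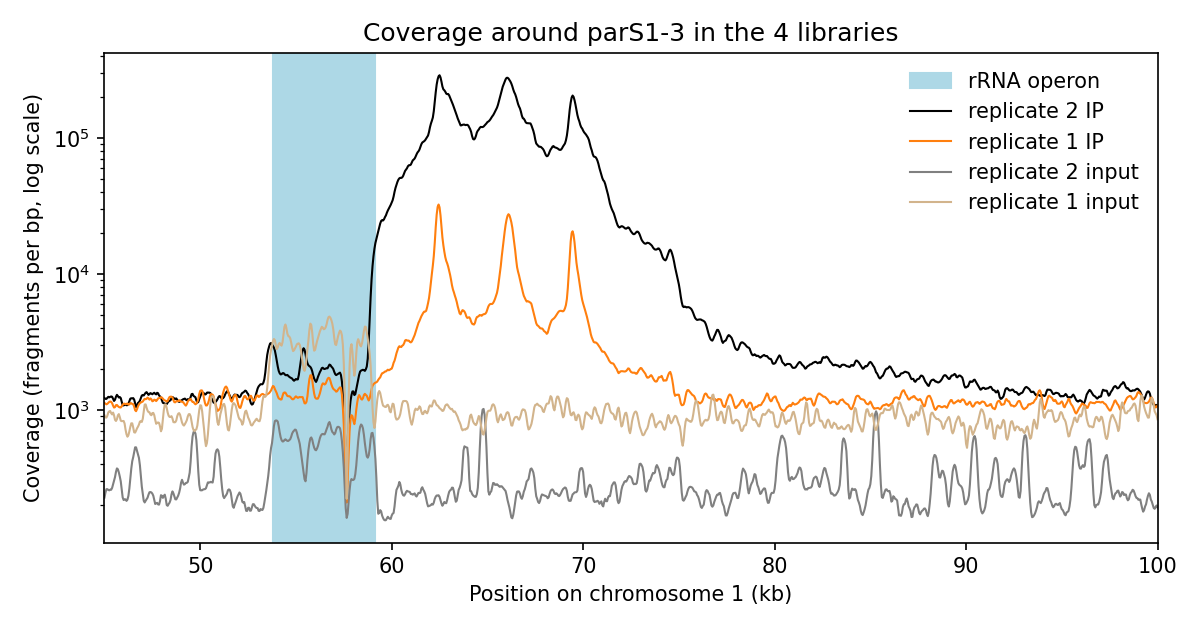
Smoothed coverage in fragments per bp (log scale) against the position on chromosome 1 in Kbp, for the IP and the input of both replicates, with the rRNA operon shaded. The replicate 2 IP falls from 21247 to 2167 across the operon end, while to the right of parS3 it declines over several Kbp.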

We modeled ParB_*Vc*1_ DNA binding profile with the framework of the refined “Nucleation and caging” model (see above). The simulations consider three non‐interacting spheres centered on each of the *parS* sites and take into account (Fig 4C) the average fragment size of the DNA library to account for the width of the peaks around each *parS* (same modeling as displayed in Appendix Fig S1E for the F plasmid). 

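The profile was compared with the model written in closed form, with the parameters of the paper (σ of 25 nm, a of 16 bp, κ of 0.15, fragment size of 304 bp, and probabilities of 1, 0.9 and 0.6 for parS1, parS2 and parS3), 0.34 nm per bp, and the replicate 2 summits as positions of parS2 and parS3. From 58 to 78 Kbp the root mean square difference between the density relative to parS1 and the model was 0.0726 in replicate 2 and 0.161 in replicate 1. Between parS1 and parS3 it was 0.0955 and 0.209. The mean difference over 58 to 78 Kbp was -0.0047 in replicate 2 and -0.140 in replicate 1, where the profile lay below the model. With κ of 0.47 and no fragment size, the difference was 0.173 in replicate 2 and 0.102 in replicate 1, so that the replicate closer to the model was not the same.

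**Figure D2:**
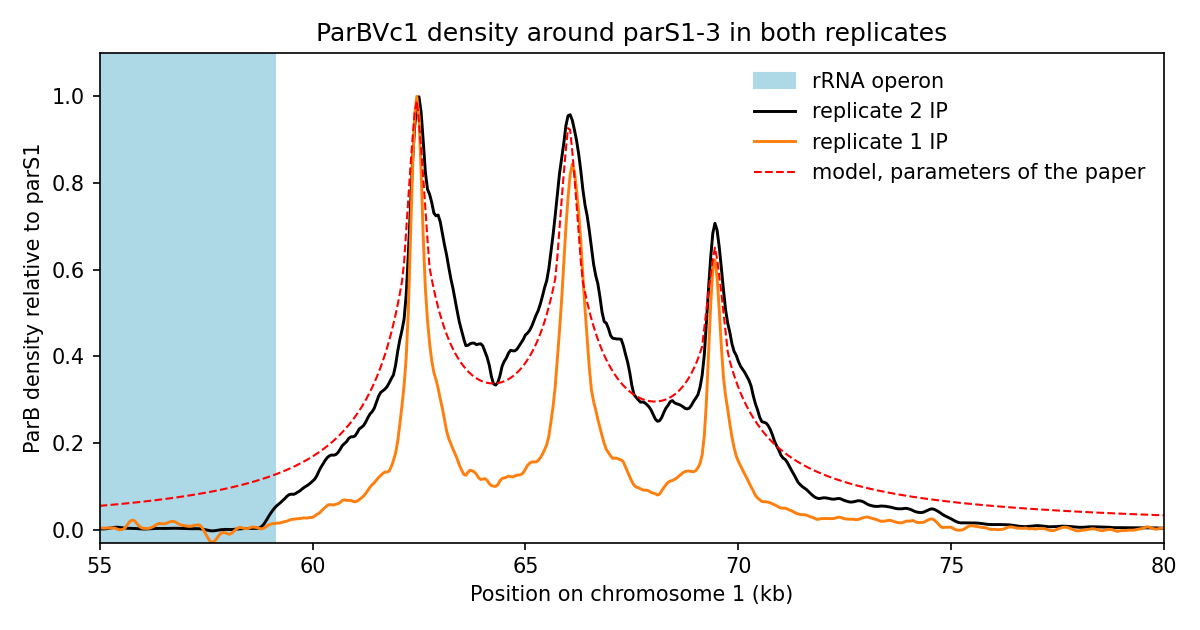
ParB density relative to the parS1 summit against the position on chromosome 1 in Kbp, in the IP of replicate 1 and replicate 2, with the model as a dashed line and the rRNA operon shaded. At 64 Kbp the density is 0.424 in replicate 2, 0.116 in replicate 1 and 0.342 in the model.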

Simulations are found in good agreement with the ChIP‐seq data with the following parameters: *σ* *=* 25 nm, *a *=* *16 bp, and *κ *= 0.15 leading to *N*_*t*_~50 ParB proteins on the chromosome (see Materials and Methods for the fitting procedure). Overall, these parameters are of the same order of magnitude as those used for *E. coli*. The maxima in the ParB binding profile depends on the *parS* sites (Fig 4C) and are interpreted as a difference in binding affinity. In the simulations, the ParB density is normalized to 1 by the value on the right of *parS*1. 

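After background subtraction, the parS2 summit was 4.11% lower than the parS1 summit in replicate 2 and 15.6% lower in replicate 1. The parS3 summit was 29.3% lower in replicate 2 and 37.6% lower in replicate 1. Counting error was small beside this difference between replicates. The 95% Poisson interval of the height relative to parS1 was 0.954 to 0.964 for parS2 and 0.703 to 0.711 for parS3 in replicate 2, and 0.831 to 0.858 and 0.613 to 0.635 in replicate 1. These intervals cover counting error only. With the coverage at coordinate 62438 in place of the parS1 summit, an alternative chosen after seeing the data, the heights in replicate 2 were 0.986 for parS2 and 0.727 for parS3.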

The relative density of the two other p*arS* sites is fixed according to the values read on the ChIP‐seq plot (3 and 29% lower affinity for *parS*2 and *parS*3 compared to *parS*1, respectively). 

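The lowest smoothed coverage between parS1 and parS2 was at 64285 in replicate 2 and at 64283 in replicate 1. Between parS2 and parS3 it was at 68106 and 68116. Relative to parS1 after background subtraction, the density at these minima was 0.33 and 0.25 in replicate 2, and 0.0995 and 0.0797 in replicate 1. The left minimum was therefore 1.33 times the right one in replicate 2 and 1.25 times in replicate 1. The density itself differed more between replicates than between minima, with 0.216 ± 0.165 (SD, n = 2) on the left and 0.165 ± 0.120 on the right.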

We also noticed a clear difference at the minima of ParB binding on either side of *parS*2 (64.2 and 68 Kbp; Appendix Fig S4B). In the case of a single cluster constraining the three *parS*, the profile would only depend on the genomic distance from *parS*2 resulting in a symmetrical pattern, while in the case of three independent clusters, an absence of symmetry due to the occupation of the specific sites is expected. This indicates that the system displays three independent clusters nucleated at each *parS* sites. However, the possibility that these clusters mix together at a frequency dependent on the genomic distance between *parS* sites is not excluded. 

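The density was read at equal distances on both sides of the parS2 summit. At 1500 bp it was 0.392 on the left and 0.320 on the right in replicate 2, a ratio of 1.22, and 0.124 and 0.0977 in replicate 1, a ratio of 1.26. At 2000 bp the ratio was 1.61 in replicate 2 and 1.41 in replicate 1. The left minimum was 1738 bp from the parS2 summit in replicate 2 and 1828 bp in replicate 1, and the right minimum 2083 and 2005 bp. At 2000 bp the left side was thus already rising toward parS1, which adds to this ratio. At 1000 bp the replicates differed in direction, with ratios of 1.02 and 0.933. Nearer to parS2, at 500 bp, the left side was lower, with ratios of 0.870 and 0.880. The parS2 summit was 3532 bp from that of parS1 and 3431 bp from that of parS3 in replicate 2, and 3661 and 3329 bp in replicate 1.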

At larger distances from *parS* sites, differences between the experimental data and the simulation probably arise from strong impediments to ParB binding, such as the presence of the rRNA operon.

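To the left of parS1, the model was at 0.169 at 60 Kbp and the density was 0.112 in replicate 2 and 0.0282 in replicate 1. At 59 Kbp, near the end of the rRNA operon, the model was at 0.123, against 0.0352 and 0.0120. At 58 Kbp, within the operon, the model remained at 0.0952, whereas the density was 0.00039 in replicate 2 and -0.0094 in replicate 1. An effect of read mapping on the density within the operon is not excluded. To the right of parS3, the density at 70 Kbp was 0.388 in replicate 2, above the model at 0.328, and 0.157 in replicate 1, below it. At 72 Kbp it was 0.0734 in replicate 2 and 0.0256 in replicate 1, against 0.127. At 75 Kbp it was 0.0246 and 0.0053, against 0.0640, and at 78 Kbp 0.0053 and -0.0029, against 0.0413.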

These data strongly support that the partition complex assembly mechanism is conserved on plasmid and chromosome ParAB*S* systems.

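Over the domain of replicate 2, coverage of the IP of both replicates had a Pearson correlation of 0.900 across positions, which are not independent. It was 0.969 with the positions within 500 bp of the parS sites left out and 0.922 on the log2 scale. The correlation between the density and the model from 58 to 78 Kbp was 0.971 in replicate 2 and 0.925 in replicate 1. From these data, the paper proposes that the assembly mechanism is conserved on plasmid and chromosome.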

### Nucleoprotein complexes, but not active transcription, are the major determinants for the impediment of ParB stochastic binding

The major dips in the ParB_F_ DNA binding signal are often found at promoter loci (Appendix Fig S1A). To investigate the link between gene expression and the impediment to ParB propagation, we reproduced the ChIP‐seq assays using the *xylE*::*parS*_F_ strain grown in the presence of rifampicin, an inhibitor of RNA synthesis that traps RNA polymerases at promoters loci in an abortive complex unable to extend RNAs beyond a few nucleotides (Herring *et al*, 2005). We did not observe significant changes to the ParB signal on either side of *parS*_F_ (Fig 5A; compare red and blue curves). Notably, the ParB signal still strongly drops in promoter regions (e.g., loci A, C, and E) and the dips and peaks are present at the same locations (Fig 5B and Table EV2). This indicates that active transcription by RNA polymerase is not a major impediment to ParB binding, but rather that RNA polymerases bound or stalled at the promoter could.

**Figure 5:**
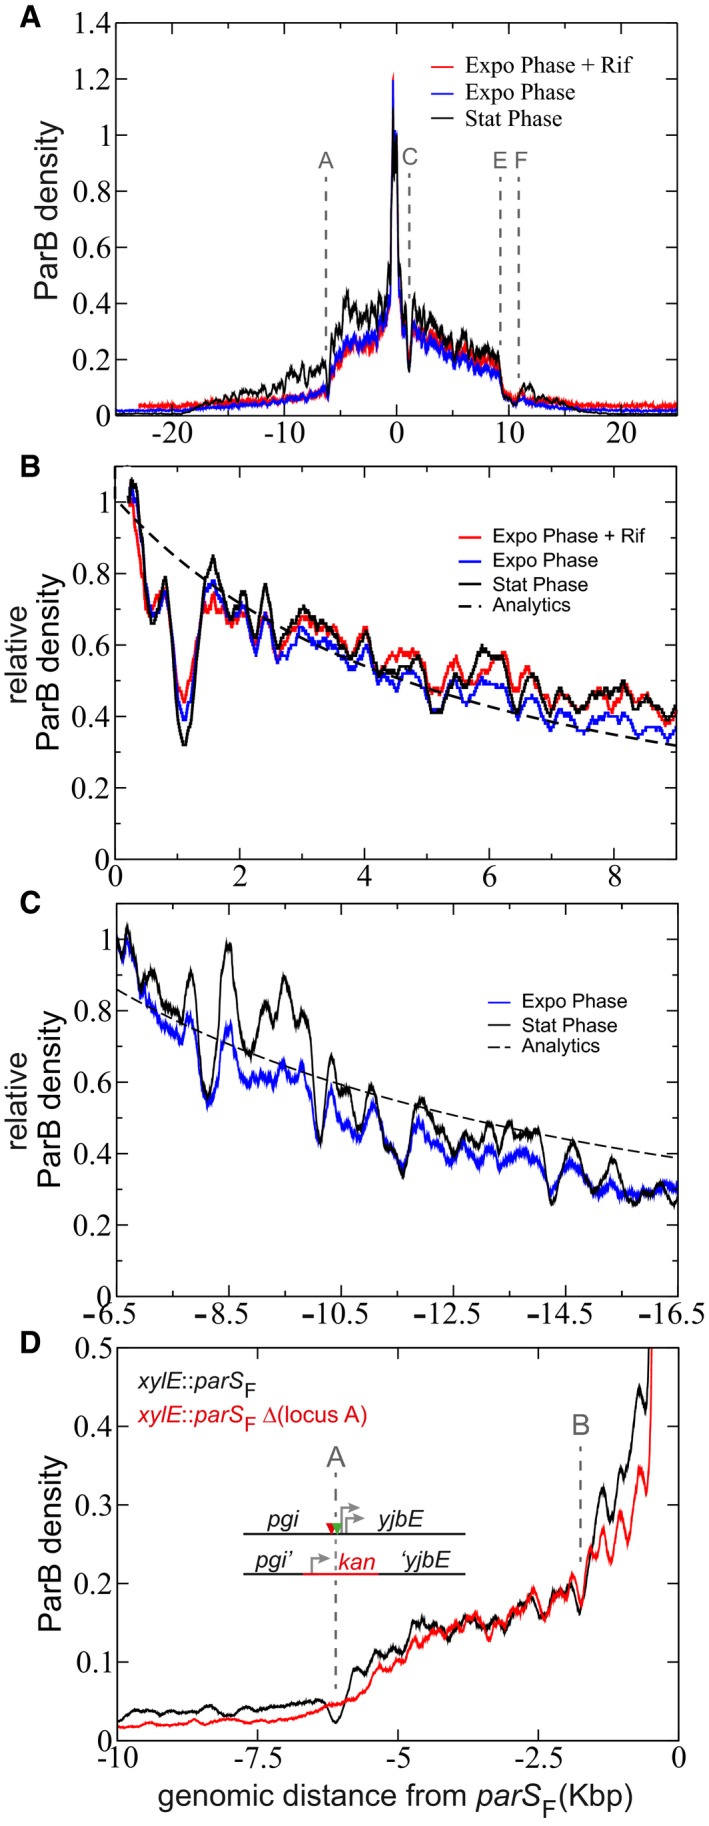
Robust dips and peaks signatures in ParB DNA binding profiles ChIP‐sequencing assays were performed on DLT2075 (*xylE*::*parS*_F_) expressing ParB_F_ grown in exponential (expo) or stationary (stat) phases with addition of rifampicin when indicated (+Rif). The assays have been performed in duplicate for the +Rif and once for the stationary phase experiments.
ParB_F_ DNA binding around *parS*_F_ is independent of active transcription. The color‐coded ParB_F_ profiles are represented over 50 Kbp as the relative ParB density normalized to 1 at the first bp after the last *parS*_F_ binding site. Loci A, C, E, and F are defined in Appendix Fig S1A.The dips and peaks are highly similar in the three indicated conditions. Same as in (A) with zoom in on the right side of *parS*_F_ up to 9 Kbp and normalization to 1 at genomic coordinate 230. The dotted line corresponds to the analytics description of “Nucleation and caging” (see details in Fig 1C–E).ParB_F_ binding profile upstream of the locus A. Same as in (A) with zoom in from −6.5 to −16.5 Kbp by normalization to 1 at genomic coordinate −6.5 Kbp (upstream of the dip at the locus A). The ParB_F_ DNA binding profile remains compatible to a power law, represented by the analytics description (dotted line), upstream of the locus A in stationary phase (black) and in exponential phase (blue). Also, the dips and peaks are highly similar in both conditions. These data are not in favor of the “1D‐spreading” or the “Spreading and bridging” models that predicts a basal uniform distribution or a linear decrease after a barrier, respectively (Broedersz *et al*, 2014).The promoter region at locus A prevents ParB_F_ DNA binding. ChipIP‐seq assays were performed in isogenic *xylE*::*parS*_F_ strains (DLT2075; black curve) in which the locus A is replaced by a kanamycin gene (DLT3651; red curve). The assay in the Δ(locus A) genomic context has been performed once. The relative ParB density as a function of the distance from *parS*_F_ is drawn and normalized as in (A). The promoter region is depicted as in Appendix Fig S1A.

We also measured the ParB binding profile in stationary phase, a growth condition in which gene expression is strongly reduced. On the right side of *parS*_F_, ParB distribution was similar to all other tested conditions (Fig 5A), thus confirming the robustness of the binding pattern. On both sides, the strong reduction of ParB binding at loci A, C, and E was still observed. However, in contrast to the other conditions, ParB binding recovers after these loci and extends up to ~18 Kbp on both sides, resulting in the location of *parS*_F_ in the middle of a ~36 Kbp propagation zone. Interestingly, the ParB binding profiles after these recoveries are still compatible with a power law exhibiting the same characteristics as at lower genomic distances (Fig 5C). In stationary phase, the reduced intracellular dynamics (Parry *et al*, 2014) and the higher compaction of the DNA (Meyer & Grainger, 2013) may stabilize the partition complex revealing the ParB_F_ bound at larger distances from *parS*_F_. Also, in higher (stationary phase) or lower (rifampicin‐treated cells) DNA compaction states (Appendix Fig S5A), the ParB_F_ DNA binding pattern is not altered, exhibiting a similar profile of dips and peaks (Fig 5B). This indicates that the assembly of the partition complex is not perturbed by variation in DNA compaction level within the nucleoid.

To further demonstrate the impediment of ParB_F_ binding in promoter regions, we constructed a strain in which the locus A, carrying two promoters, an IHF and two RcsB binding sites, is replaced by a kanamycin resistance gene (Fig 5D). The measured ParB_F_ binding pattern remained highly comparable except at the locus A where the dip is absent. This result clearly indicates that site‐specific DNA binding proteins are the main factors for restricting locally ParB_F_ binding.

### ParB molecules exchange rapidly between partition complexes

Single molecule *in vivo* localization experiments have shown that over 90% of ParB_F_ molecules are present at any time in the confined clusters (Sanchez *et al*, 2015). However, stochastic binding of most ParB_F_ on non‐specific DNA suggests that partition complexes are highly dynamic. To unravel ParB_F_ dynamics, we performed fluorescence recovery after photobleaching (FRAP) on two‐foci cells for measuring ParB_F_ dynamics between partition complexes. By laser‐bleaching only one focus, we could determine whether ParB_F_ dimers could exchange between clusters and measure the exchange kinetics. As ParB_F_ foci are mobile, we choose to partially bleach (~50%) the focus enabling immediate measurement of fluorescence recovery (Fig 6A and B). A few seconds after bleaching, the fluorescence intensity recovers while it decreases in the unbleached focus. This exchange is progressive and the intensity between the two foci equilibrated in ~80 s on average (between 50 and 120 s for most individual experiments). We estimate that, when exiting a cluster, each ParB_F_ dimer has the same probability to reach any of the two clusters. Therefore, the time of equilibration between the two foci corresponds to the exchange of all ParB_F_. These results thus indicate that the partition complexes are dynamic structures with a rapid exchange of ParB_F_ molecules between clusters.

**Figure 6:**
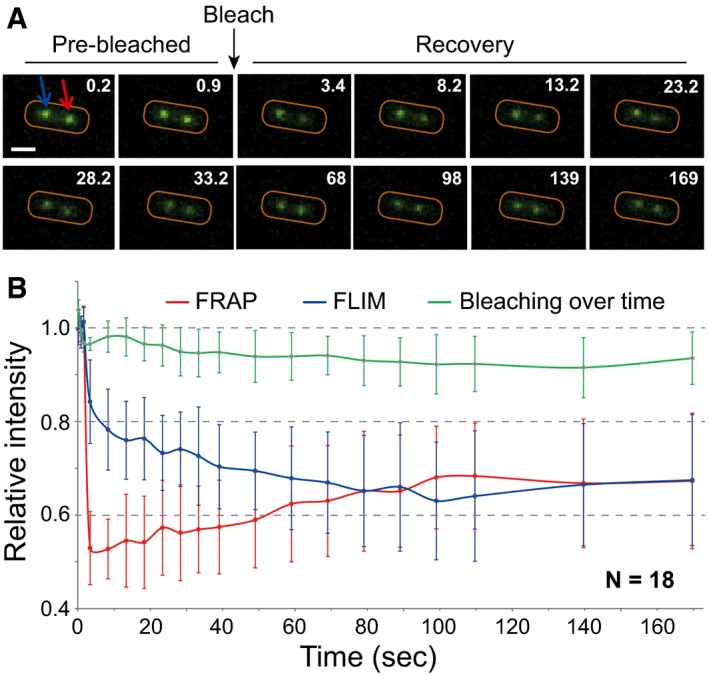
ParB dynamics between partition complexes ParB_F_ exchange between foci was measured by FRAP and FLIM (fluorescence lifetime imaging microscopy) from two‐foci cell of DLT1215 carrying pJYB234.
Representative images of a photobleached cell during a FRAP experiment. The 488 nm laser was pulsed (Bleach) on one of the two foci at ˜2.4 s (black arrow). Red and blue arrows correspond to the bleached and unbleached focus, respectively. Time is indicated in seconds (upper right). The cell outline is drawn in red. Scale bar: 1 μm.Quantification of ParB_F_‐mVenus fluorescence intensity over time. The dynamics of fluorescence intensity is shown from averaging 18 independent measurements of the bleached (FRAP, red line) and unbleached (FLIM, blue line) foci. Foci fluorescence intensity in each experiment was normalized to the average intensity of each focus before photobleaching. The Appendix Fig S6 displays the three pre‐bleaching and the first post‐bleaching data points on an expanded scale. Natural bleaching during the course of the experiments (green curve) was estimated for each measurement by averaging the fluorescence intensity of 15 foci present in each field of view. Error bars correspond to standard deviation (mean ± SD).

## Discussion

Despite over three decades of biochemical and molecular studies on several ParAB*S* systems, the mechanism of how a few ParB bound to *parS* sites can attract hundreds of ParB in the vicinity of *parS* to assemble a high molecular weight complex remained puzzling. The three main mechanisms proposed for ParB‐*parS* cluster assembly have been studied from physico‐mathematical perspectives (Broedersz *et al*, 2014; Sanchez *et al*, 2015), predicting very different outcomes for the ParB binding profile in the vicinity of *parS* sites upon change in ParB concentration. Here, the ParB binding patterns were found invariant over a large variation of ParB amount displaying a robust decay function compatible with a power law with the characteristic exponent b = −3/2 and a conserved length of the propagation zone (Fig 2A). Strikingly, even in the titration conditions tested, which resulted in a very low amount of ParB available to bind to non‐specific DNA sites, the overall ParB DNA binding pattern remained invariant (Fig 2A, inset). Neither “1D spreading” nor “Spreading & bridging” physical models could describe these data in the conditions tested (Broedersz *et al*, 2014). A variant of the latter model has explored the ParB binding pattern in the low spreading strength limit (Walter *et al*, 2018). This “Looping & clustering” model also predicts variations in the ParB binding pattern over a simulated 4‐fold range of ParB amount, which is in contrast to the invariant pattern observed experimentally over more than three orders of magnitude (Fig 2). In conclusion, only the “Nucleation & caging” model based on stochastic ParB binding well describes the experimental data and provides accurate predictions for the mechanism of the partition complexes assembly.

We refined the modeling of the dynamic and stochastic ParB binding model by including DNA binding affinities for specific and non‐specific sites to describe the initial drop observed immediately after *parS*. In this framework, we found that ParB clusters have a constant size accommodating important variations in ParB concentration (Fig 2C). We propose that the cluster size is dependent on the intrinsic ParB‐ParB and ParB‐nsDNA interactions, and would thus be an inherent characteristic of each ParAB*S* system (Funnell & Gagnier, 1993; Sanchez *et al*, 2015; Taylor *et al*, 2015). In the case of F and P1 plasmids, overexpression of ParB was reported to silence genes in the vicinity of their cognate *parS* (Lynch & Wang, 1995; Lobocka & Yarmolinsky, 1996), by a mechanism based on 1D‐spreading (Rodionov *et al*, 1999). Our finding that the size of ParB clusters is invariant but their density increases with ParB overexpression provides a new explanation for the silencing phenomenon. We propose that RNA polymerases accessibility to promoters present near *parS* is dependent on the ParB density within the cluster. At physiological level, RNA polymerase would have efficient access to promoter sites while upon the rise of ParB level their diffusion within the high‐density cluster would be reduced proportionally to the overexpression level, as observed experimentally (Rodionov *et al*, 1999). This is reminiscent to the observation that a change in the level of supercoiling is specifically induced on ParB‐*parS* carrying mini‐F plasmids (Biek & Shi, 1994). It has been shown that this deficit in negative supercoiling could be due to the reduce accessibility of DNA gyrases to the small sized mini‐F plasmid (< 10 Kbp) that is “masked” by the ParB‐*parS* nucleoprotein complex (Bouet & Lane, 2009). The invariance in the size of the ParB cluster but the density may also well explain the supercoiling deficit observed *in vivo*. The refined modeling also well describes the chromosomal partition system of *V. cholera*, predicting three independent clusters nucleated at each of the three *parS* sites (Fig 4C). In all cases reported here, the partition complex assembly is well described by the “Nucleation & caging” model, and we propose that this mechanism of assembly is conserved on chromosome and plasmid partitioning systems.

In addition to its robustness within a large range of ParB concentration (Fig 2A) and different nucleoid compaction states (Fig 5A), the *in vivo* ParB DNA binding pattern also exhibits conserved dips and peaks at particular locations (Table EV2). The major dips are located at promoter regions (Fig 1E and Appendix Fig S1A) but do not depend on active transcription (Fig 5B). This suggests that these specific signatures mostly depend on the intrinsic local genomic environment. This hypothesis was confirmed by deleting the locus A, carrying several regulator binding sites, which led to the suppression of the dip at this position (Fig 5D). Therefore, proteins such as transcriptional regulators and NAPs (nucleoid‐associated proteins) that bind specifically to DNA prevent ParB binding to these sites, thus reducing locally the ParB signal. We propose that this impediment to ParB binding is proportional to the time of occupancy of these regulators at their site‐specific DNA binding sites. Larger nucleoprotein complexes, as exemplified on the F plasmid at the iteron sites (*ori2* and *incC*; Fig 1C) that interact *in cis* and *in trans* (Das & Chattoraj, 2004), were previously proposed to be spatially excluded from the vicinity of the ParB cluster with a low probability that DNA beyond these sites comes back into the cluster preventing ParB binding (Sanchez *et al*, 2015). Such an exclusion does not occur from smaller protein–DNA complexes, with the recovery of the ParB binding signal that further follows the characteristic power law decay (e.g., locus A; Fig 5C). These results show that low molecular weight protein–DNA complexes do not impair the overall, only the local, ParB binding pattern.

The formation of highly concentrated clusters of ParB relies on a strong ParB‐*parS* interaction and two other interactions, ParB‐ParB and ParB‐nsDNA (Sanchez *et al*, 2015; Fisher *et al*, 2017). ParB mutants that do not propagate outside *parS* are impaired in partition activity and in cluster formation *in vivo* (Rodionov *et al*, 1999; Breier & Grossman, 2007). The conserved box II motif (Yamaichi & Niki, 2000) was suggested to be part of the dimer–dimer interface (Breier & Grossman, 2007; Graham *et al*, 2014) but some misfolding caveat has been reported with some mutants, such as ParB_*Bsub*_‐G77S (Song *et al*, 2017). *In vivo* the box II variant (ParB_F_‐3R*) is totally deficient in partition activity and cluster formation (Fig 3B) while proficient for *parS*_F_ binding (Fig 3C). The total absence of ParB_F_‐3R* binding outside *parS*_F_ (Fig 3C and Appendix Fig S3E) indicates that the box II motif is the major interface for the interaction between ParB dimers and is critical for the partition complexes assembly *in vivo* and the DNA partition activity.

ParA interacts with partition complexes in a ParB‐dependent manner both *in vitro* and *in vivo* (Bouet & Funnell, 1999; Lemonnier *et al*, 2000) to ensure the ATP‐dependent segregation of centromere sites upon DNA replication (Fung *et al*, 2001; Scholefield *et al*, 2011; Ah‐Seng *et al*, 2013). Previous studies from *V. cholerae* and *S. Venezuela* have reported contradictory results on the involvement of ParA in the assembly of the partition complex (Baek *et al*, 2014; Donczew *et al*, 2016), which may arise from the pleiotropic effects of ParA on cellular processes, such as gene transcription or DNA replication (Murray & Errington, 2008). The ParB_F_ DNA binding profiles on the F plasmid (Fig 1C) and on the *E. coli* chromosome (Fig 1E), in the presence and absence of ParA_F_, respectively, are highly similar, therefore indicating that they assemble independently of ParA. Partition complexes, composed of hundreds of ParB dimers, were thought to be confined at the interface between the nucleoid and the inner membrane (Vecchiarelli *et al*, 2012). The observation that they rather are located within the nucleoid in a ParA‐dependent manner (Le Gall *et al*, 2016) raises the question as to how they are not excluded from it. The “Nucleation & caging” model could solve this apparent paradox. Indeed, relying on a strong ParB‐*parS* interaction (nM range) and two other synergistic, but labile interactions, ParB‐ParB and ParB‐nsDNA (hundreds of nM range; Fisher *et al*, 2017; Sanchez *et al*, 2015), it would allow the dynamic confinement of most ParB without forming a rigid static structure. This dynamic organization is further supported by the finding that ParB dimers quickly exchange between clusters (~80 s; Fig 6). By comparison, the equilibration times between H‐NS and TetR‐*tetO* clusters were 5 or 10 times much longer, respectively (Kumar *et al*, 2010). Since > 90% of ParB are present in clusters (Sanchez *et al*, 2015), it implies that their time of residency is much longer inside than outside, in agreement with fast diffusion coefficients (~1 μm^2^ s^−1^) for non‐specific DNA binding proteins (Kumar *et al*, 2010). We propose that, collectively, all the individual but labile interactions for partition complex assembly allow the whole complex attracted by ParA to progress within the mesh of the nucleoid.

## Materials and Methods

### Bacterial strains and plasmids

*Escherichia coli* and *V. cholerae* strains and plasmids are listed in Appendix Table S1. Cultures were essentially grown at 37°C with aeration in LB (Miller, 1972) containing thymine (10 μg ml^−1^) and chloramphenicol (10 μg ml^−1^) as appropriate. For microscopy and stability assays, cultures were grown at 30°C with aeration in MGC (M9 minimal medium supplemented with 0.4% glucose, 0.2% casamino acids, 1 mM MgSO_4_, 0.1 mM CaCl_2_, 1 μg ml^−1^ thiamine, 20 μg ml^−1^ leucine, and 40 μg ml^−1^ thymine).

Strain DLT1471 was constructed in several steps. First, the *Eco*47III–*Apa*I *sopOPAB* DNA fragment from plasmid F was inserted into a *rep* ^ts^ plasmid‐borne 933‐codon 3′ fragment of the *lacZ* gene (pJYB50). The resulting plasmid, pJYB52, was introduced into DLT1215 and proceeded for allele exchange by selecting double recombination events as described (integration–excission assay; Cornet *et al*, 1994), yielding to the following chromosome fusion *lacZ*’::*PparAB*_*F*_::*’lacZ* in strain DLT1471. Strain DLT1472 expressing ParB_F_ from the chromosome fusion *lacZ*’::*PparB*_*F*_::*’lacZ* was described previously (Bouet *et al*, 2005).

Strains DLT2073 and DLT2075 are DLT1215 and DLT1472 derivatives, respectively, in which a 538‐bp DNA fragment carrying the entire *parS*_F_ site has been introduced at the *Eco*RV restriction site of the *xylE* gene (91 min on the *E. coli* chromosome) in the forward orientation. Briefly, the PCR‐amplified *xylE* gene was introduced onto a pFC13 derivative (Cornet *et al*, 1994) using the *Hind*III and *Xho*I restrictions sites, leading to pJYB102. A *parS*_F_ DNA fragment, PCR‐amplified from pDAG114 using the following oligonucleotides SopC‐5′RV (5′‐TCCTTTGATATCGGCCAGAAAGCATAACTG‐3′) and SopC‐3′RV (5′‐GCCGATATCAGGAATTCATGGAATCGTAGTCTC‐3′), was introduced into the *Eco*RV restriction of the *xylE* locus on pJYB102, leading to pJYB103.1 and pJYB103.2 depending on the orientation of *parS*_F_ insertion. These plasmids were introduced into DLT1472 and subjected to the integration–excision procedure as above. Strains DLT2074 and DLT2076 are identical to DLT2073 and DLT2075, respectively, with *parS*_F_ inserted in *xylE* in the reverse orientation (*parS*_F_‐rev). Insertions of *parS*_F_ on the *E. coli* chromosome at locations other than *xylE* were performed using lambda red recombineering and selecting for the FRT‐Kan^R^‐FRT cassette amplified from pDK4 (Datsenko & Wanner, 2000). The *hupA‐mcherry* allele used for live imaging of the nucleoid was inserted in various *E*. *coli* strains by P1 transduction from strain DLT3053 (Le Gall *et al*, 2016).

The original plasmid F, F1‐10 (gift from C. Lesterlin), was converted to *ccdB* ^−^ to allow for performing stability assays. The removal of the CcdB toxin from the addiction system was performed along with the introduction of the chloramphenicol resistant gene, using lambda red recombineering (Datsenko & Wanner, 2000), by inserting the corresponding loci from the mini‐F pDAG114 (Lemonnier *et al*, 2000) into F1‐10, leading to F1‐10B. When necessary, the excision of the FRT‐kan‐FRT selection cassette was performed using the pCP20 plasmid (Datsenko & Wanner, 2000). F1‐10B ΔAB and F1‐10B‐BmV derivatives were constructed by lambda red recombineering using plasmids pDAG209 and pJYB234, respectively, as substrates to generate the linear DNA fragment that include the *cat* gene for selecting the recombinants.

Mutations in *parB*_F_ were first introduced into pYAS6 by mutagenic primer‐directed replication using the Stratagene QuikChange kit and subsequently integrated into mini‐F derivatives or the pAM238 expression vector by PCR amplification followed by allelic replacement using appropriate restriction enzymes. The *mVenus* gene was constructed by introducing the monomeric A207K mutation in the *venus‐Yfp* gene (Sanchez *et al*, 2015). All plasmid constructs were verified by DNA sequencing (MWG). Mini‐F and F plasmids derivatives were introduced in strains by CaCl_2_‐ or electro‐transformation and conjugation, respectively.

pJYB322 was constructed by introducing a 171‐bp DNA fragment carrying three consensus *parS* sites (5′‐TGTTTCACGTGAAACA‐3′), called 3x‐*parS*_chr_, into the *Nhe*I and *Cla*I restriction sites of pJYB263, the Δ*parA* derivative of pJYB234 (Le Gall *et al*, 2016).

### Plasmid stability assays

Stability of mini‐F and plasmid F derivatives was assayed in strain DLT1215 grown over 25 generations in MGC at 30°C or over 20 generations in LB at 37°C, and subsequently plated on LB agar medium, replica plating to medium with chloramphenicol, and calculating loss rates from the fractions of each sample resistant to chloramphenicol, as previously described (Sanchez *et al*, 2013).

### Epifluorescence microscopy

Exponentially growing cultures were deposited on slides coated with a 1% agarose buffered solution and imaged as previously described (Diaz *et al*, 2015), using an Eclipse TI‐E/B wide field epifluorescence microscope. Snapshots were taken using a phase contrast objective (CFI Plan Fluor DLL 100X oil NA1.3) and Semrock filters sets for YFP (Ex: 500BP24; DM: 520; Em: 542BP27) and Cy3 (Ex: 531BP40; DM: 562; Em: 593BP40) with an exposure time range of 0.1–0.5 s. Nis‐Elements AR software (Nikon) was used for image capture and editing.

### ChIP‐sequencing assay and analysis

ChIP‐seq was performed as previously described (Diaz *et al*, 2017) with minor modifications, using polyclonal antibodies raised against WT ParB_F_ or his‐tagged ParB_Vc1_. ParB_F_ and ParB_*Vc*_‐1 antibodies were affinity‐purified from anti‐ParB_F_ (our own) and anti‐ParB_*Vc*_‐1 (gift donated from the lab of D. Chattoraj) polyclonal serums, using purified ParB_F_ and ParB_*Vc*_‐1‐his_6_, respectively. The optimization step for determining the amount of antibodies needed to pull down all ParB_Vc1_ in the IP samples was fully described (Diaz *et al*, 2017).

A maximum of 2 ng of ChIP DNA was used to synthetize the library as described in manufacturer's instructions (Ion ChIP‐Seq Library Preparation on the Ion Proton™ System—revision B—Step10). The last size selection was modified by a double size selection (0.55×/0.25×) of binding to AMPure^®^ XP beads followed by a step of wash and elution. After qualification and quantification (Bioanalyzer—Agilent, Santa Clara, CA), libraries were diluted to 100 pM and pooled in a ratio of 20% input and 80% IP. For all the subsequent analyses, the measured size distribution of the DNA fragments was subtracted of the linker size added for sequencing (93 bp). Template preparation (clonal library amplification on sequencing bead) was made using the Ion PI™ Template OT2 200 Kit version 3 following the manufacturer's instructions. Emulsion PCR was performed in the Ion OneTouch™ 2 Instrument. DNA‐positive ISPs were then recovered and enriched in the Ion OneTouch™ ES according to standard protocols. Sequencing of samples was conducted on Ion Proton and PI chips according to the Ion PI™ 200 Sequencing Kit Protocol (version 3).

The sequence reads were counted and aligned as described (Diaz *et al*, 2017). The quality of reads was assessed with FastQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and they were mapped with TMAP from Torrent Suite software 5.0.4 (https://www.thermofisher.com/fr/fr/home/life-science/sequencing/next-generation-sequencing/ion-torrent-next-generation-sequencing-workflow/ion-torrent-next-generation-sequencing-data-analysis-workflow/ion-torrent-suite-software.html). The counting of reads over the genomic sequences was performed using bedtools 2.26.0 (http://bedtools.readthedocs.io/en/latest/) with the tool genomecov and the option –d and –fs or –bga for the bedgraph files production for peak visualization. This allows to display the totality of ChIP‐seq data with the possibility to view several datasets simultaneously using IGV (Integrated Genome Viewer, version 2.3; http://software.broadinstitute.org/software/igv/). Graphing the DNA portion of interest from ChIP‐seq data was done using Excel or R softwares. 

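With the total reads of Table EV1 as the scale, the ratio of IP to cognate input over the V. cholerae domain was 65.5 in replicate 2 and 5.70 in replicate 1. In the rRNA operon it was 0.850 and 0.391. With the ratio further divided by its median outside 45 to 85 Kbp, it was 103 and 3.66 over the domain and 1.33 and 0.251 in the operon.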

Cognate input and IP samples were normalized by the number of total reads for direct comparison. For the ParB density plots, the data were normalized after background subtraction and set to the value of 1 at the last bp of the 10^th^ repeat of *parS*_F_, allowing to display the results of Monte Carlo simulations on the same graph.

### Fit of the parameters

The “Nucleation and caging” model contains only three parameters: *σ*,* a,* and *N*_*t*_. One parameter is known experimentally: *σ* ~ 75 nm (Lim *et al*, 2014; Sanchez *et al*, 2015). We know the order of magnitude of *N*_*t*_ ~ 300 (Bouet *et al*, 2005) as a benchmark of the fitted value obtained from κ from ChIP‐seq data. The value of *σ* ^2^/*a* is fitted from ChIP‐seq, which gives access to the value of *a* (*σ* being known). We use the following trial function to perform a non‐linear fit of the ChIP‐seq data between 0 and 10 Kbp:

$$P_{\mathrm{NC}}\left(s\right)=\frac{A_{0}}{{\left(A_{1}as+1\right)}^{3/2}},$$

where *A*_0_ and *A*_1_ are the two fit parameters allowing to obtained the two free parameters of the model: κ (related to *N*_*t*_) and *a*. Note that the length unit to analyze the ChIP‐seq data is the base pair (bp). We identify *A*_0_ = κ and *A*_1_ **= *a*/3*σ* ^2^. For the F plasmid, we find *A*_0_ = 0.41 and *A*_1_ **= 1.96 × 10^−4 ^nm^−1^. From *A*_1_, using *σ *= 75 nm, we get *a* ~ 3.4 nm (~10 bp). From *A*_0_, we get κ ~ 0.41 leading to *N*_*t*_ ~ 360. For the chromosome, using the same analysis, we get *A*_0_ = κ ~ 0.41 leading to a smaller number of proteins on the DNA, *N*_*t*_ ~ 120, yet of the same order of magnitude as the F plasmid. The second variable of the fit *A*_1_ = 4.33 × 10^−4 ^nm^−1^ leads to *a* ~ 7.5 nm (~22 bp). For the estimation of the parameters for *V. cholerae*, the experimental values for *σ* and *a* are not available, and κ (or *N*_*t*_) could not be read directly from the ChIP‐seq data because of the fragment size library and the presence of barrier (rRNA operon) that impede the ParB binding signal at large genomic distance. Thus, given the order of magnitude observed in *E. coli* (between 10 and 20 bp for the F plasmid and the chromosome, respectively), it is reasonable to assume a same range for *V. cholerae*, with *a *=* *16 bp corresponding to the footprint of a ParB. In order to conserve the height and peaks of the ChIP‐seq data, we take *σ *= 25 ± 5 nm and κ = 0.15 ± 0.05. The probability to form a foci is chosen to be *P*_*parS1*_ = 1, *P*_*parS2*_ = 0.9, and *P*_*parS3*_ = 0.6 in order to match the height of each peak observed in ChIP‐seq. These simulations are only semi‐quantitative, in order to show on very general physical ground that the “Nucleation and caging” is able to explain the long range decay observed in ChIP‐seq.

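In the closed form of the model, with a fragment size of 304 bp, these probabilities gave heights of 0.945 at parS2 and 0.653 at parS3 relative to parS1. The measured heights were 0.959 and 0.707 in replicate 2 and 0.844 and 0.624 in replicate 1.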

### Monte Carlo simulations

The Monte Carlo procedures used an explicit polymer modeled by a Freely Jointed Chain (FJC). The polymer is in contact with a ParB reservoir. To reproduce the confinement of ParB around *parS*, the particles are not simulated explicitly. Instead, we modeled ParB binding to the polymer with a probability decreasing as a Gaussian function of the locus distance from *parS*. The Monte Carlo procedures were performed using the following scheme:

1. Build a Freely Jointed Chain (FJC) of *N* monomers of size *a*.
2. Define a particular site on the FJC as *parS* (or potentially many *parS* for *V. cholerae*) and define a Gaussian distribution of particles $C\left(r\right)=\kappa e^{\frac{-r^{2}}{2\sigma^{2}}}$.
3. For each monomer label by an index *i*, choose a random number *ran*. If *ran* < *C(r)*, then a particle is attached to the site *i*.
4. Start again at step 1 until the statistics is good enough.

This fast procedure allows to get very good statistics. In Figs 1C–E and 2A, and Appendix Fig S4B, we have analytical expressions for *P*_*NC*_ *(s)*, which serve as a benchmark for simulations at the bp resolution. In Fig 4C (*xylE*::*parS*_F_), Appendix Fig S1E (plasmid F), and Appendix Fig S4B (*V. cholerae*) where we included the average DNA fragments size in the ChIP libraries—as well as three *parS* sequences for *V. cholerae*—the analytical expressions were not obvious, we therefore used simulations.

### Modeling the ChIP‐seq data with the integration of the average fragments size of the DNA library

The ChIP‐seq assay is based on the sequencing of sonicated fragments (of size ~250 bp) with an intrinsic unknown on the precise location of ParB (footprint of 16 bp). Here, the bioinformatic convention to build the ParB profile is to count +1 read at each bp of the fragments with at least one detected bound ParB. From the simulation perspective, this leads to two averages: (i) over the bound ParB positions, and (ii) over all fragment positions. When a bound ParB is detected, the average over the fragments positions consists in adding to the simulated profile a triangular function centered at the actual ParB position (where it takes the value of 1) and decreasing linearly down to 0 at a genomic distance ± the fragment size.

### Correlation analysis

The correlation analyses were performed using the following formula:

$$Correl\left(x,y\right)=\frac{\sum (x-\overset{¯}{x})(y-\overset{¯}{y})}{\sqrt{\sum {\left(x-\overset{¯}{x}\right)}^{2}\sum {\left(y-\overset{¯}{y}\right)}^{2}}}.$$

### Western immunoblotting

The determination of ParB_F_ relative intracellular concentrations and antibody purifications was performed as described (Diaz *et al*, 2015). When indicated, samples were diluted in DLT1215 extract to keep constant the total amount of proteins.

### EMSA and proteins purification

Electro‐mobility shift assay was performed as described (Bouet *et al*, 2007) in the presence of sonicated salmon sperm DNA as competitor (100 mg ml^−1^), using 1 nM radiolabeled 144‐bp DNA probe containing a single *parS*_F_ site generated by PCR. ParB_F_ and ParB_F_‐3R* proteins were purified using an intein strategy as previously described from plasmids pYAS6 and pYAS25, respectively (Ah‐Seng *et al*, 2009). ParB_*Vc*_‐1‐his_6_ was affinity‐purified in a single step using a 10–1,000 nM imidazole gradient from strain DLT3431 (Castaing *et al*, 2008).

ParB_F_ and ParB_F_‐3R* proteins were purified as previously described (Ah‐Seng *et al*, 2009).

### FRAP and FLIM assays

*Escherichia coli* cells (Stellar) carrying pJYB213 (ParBF‐eGfp), grown in mid‐exponential phase in MGC medium and spotted on microscope slides coated with 1% MGC‐buffered agarose, were subjected to laser‐bleaching. Each field was imaged three times (pre‐bleached step) before photobleaching (at ~2.4 s) a single ParB_F_ focus with a 488 nm laser into two‐foci cells. ROI (region of interest) were 0.2 × 0.2 or 0.3 × 0.3 corresponding to 5 or 9 pixels, respectively. The laser power was set between 67 and 74 Hz to ensure partial bleaching, thus enabling to follow fluorescence recovery on a time scale of second right after photobleaching. Images were taken using an EMCCD camera with a 0.13 μm per pixel resolution (Hamamatsu). To follow recovery dynamics, images were taken every 5, 10, and 20 s up to 38, 108, and 169 s, respectively. Overall, photobleaching in the field of view during the time course of each FRAP experiment (green curves in Fig 6B and Appendix Fig S6A) was averaged from 15 unbleached foci from each field. Normalization to 1 was performed by averaging the focus fluorescence intensity from the three pre‐bleached images.

## Data availability

The datasets produced in this study are available in the following databases:

- Chip‐Seq data for *V. cholera*: Gene Expression Omnibus GSE114980 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114980)
- Chip‐Seq data for *E. coli*: Gene Expression Omnibus GSE115274 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115274)

## Author contributions

Conceptualization, J‐YB and AP; Methodology, J‐YB, J‐CW, VAL, and AP; Investigation, RED, J‐CW, AS, JR, and J‐YB; Formal Analysis, J‐CW, JD, FG, JP, and AP; Writing – Original Draft, RED, J‐CW, and J‐YB; Writing – Review & Editing, J‐YB, J‐CW, RED, and AP; Funding Acquisition, J‐YB, AP, JP, and VAL; Resources, DL and FB; Supervision, J‐YB, VAL, and AP.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: A conserved mechanism drives partition complex assembly on bacterial chromosomes and plasmids
**Source:** Mol Syst Biol. 2018 Nov 16;14(11):e8516. doi: 10.15252/msb.20188516
**Supplement:** Supplementary file 1 — Appendix

# Appendix

## Conserved mechanism for dynamic partition complexes assembly on bacterial chromosomes and plasmids

Roxanne E. Debaugny, Aurore Sanchez, Jérôme Rech, Delphine Labourdette, Jérôme Dorignac, Frédéric Geniet, John Palmeri, Andrea Parmeggiani, François Boudsocq, Véronique Anton Leberre, Jean-Charles Walter and Jean-Yves Bouet

### Appendix table of content

#### - Appendix Figures:

Appendix Figures S1: ParB<sub>F</sub> binding profiles is invariant in forward and reverse orientation of *parS<sub>F</sub>* at the *xylE* locus on *E. coli* chromosome, and with ParB<sub>F</sub> expressed *in trans*.

Appendix Figure S2: ParB<sub>F</sub> DNA binding profile in the vicinity of *parS<sub>F</sub>* follow a stochastic probability independently of its intracellular level.

Appendix Figure S3: The ParB<sub>F</sub>-3R\* variant (box II) is deficient in cluster assembly in WT and fluorescent fusion versions.

Appendix Figure S4: ParB<sub>Vcho</sub> binds slightly differently to the three *parS<sub>Vcho</sub>* sites.

Appendix Figure S5: Variation in nucleoid compaction in function of growth conditions.

Appendix Figure S6: ParB dynamics between partition complexes, measured by FRAP experiments.

#### - Appendix Tables:

Appendix Table S1: *E. coli* strains and plasmids

Appendix Table S2: The plasmid F1-10B *parB<sub>F</sub>-mVenus* is fully stable in *E. coli* cells grown in exponential phase but not the mini-F *parB<sub>F</sub>-3R\**

#### - Appendix References

**A**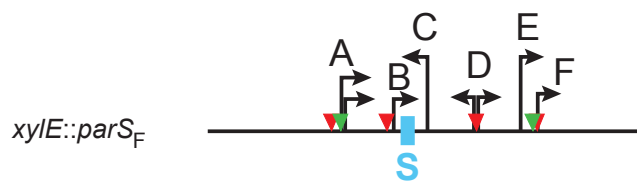**B**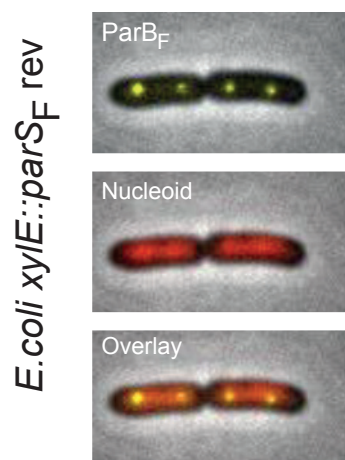**C**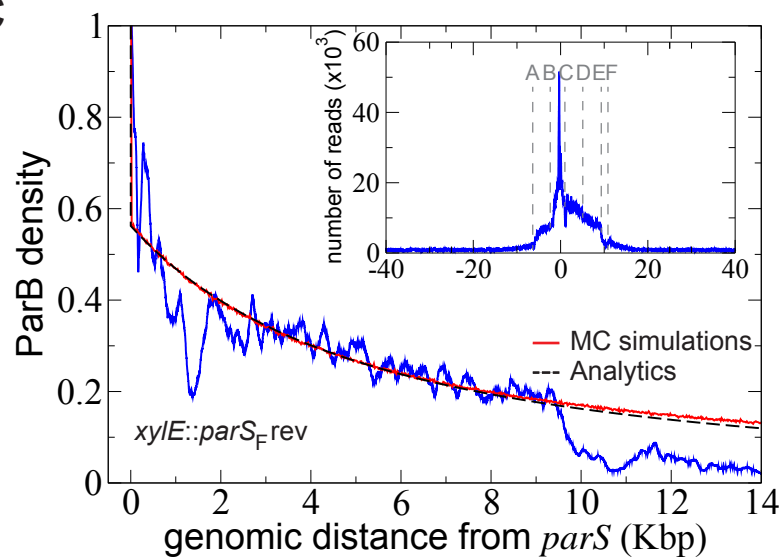**D**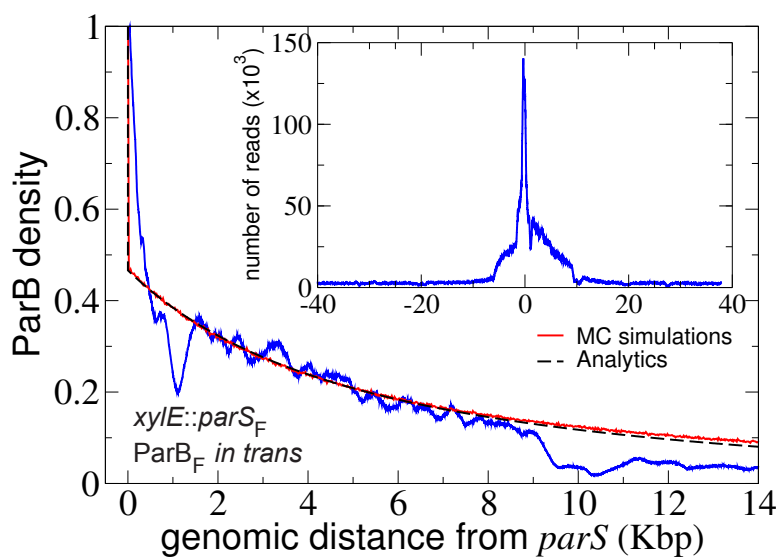**E**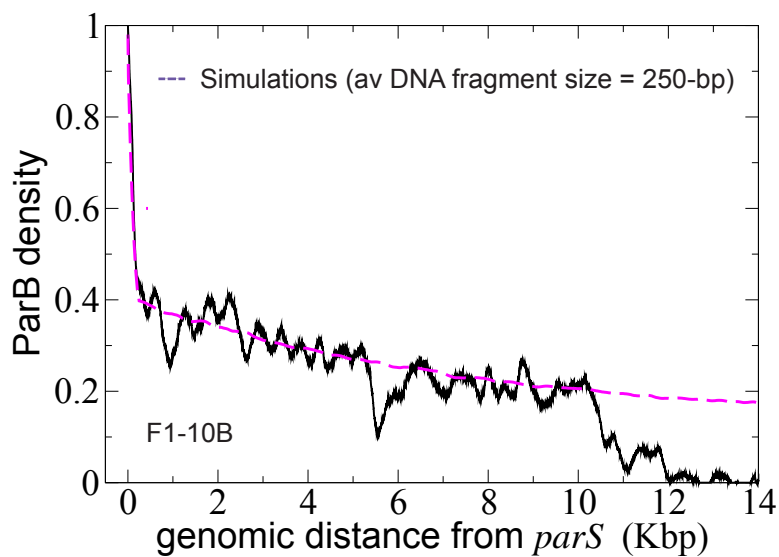**Appendix Figure S1**

**Appendix Figure S1:** ParB<sub>F</sub> binding profiles is invariant in forward and reverse orientation of *parS<sub>F</sub>* at the *xylE* locus on *E. coli* chromosome, and with ParB<sub>F</sub> expressed *in trans*.

**(A)** Schematic representation of *E. coli* chromosome displaying some characteristics in the vicinity of *parS<sub>F</sub>* (blue rectangle) inserted in *xylE* in forward orientation. Green and red triangles represent DNA regions bound by IHF and transcriptional regulators, respectively. Oriented arrows indicate the presence of promoters in front of the following open reading frames. Locus A: *yjbEFGH* operon with 2 RcsAB and 1 IHF regulatory binding sites; B: *psiE* with 2 PhoB and 1 CRP-cAMP regulatory binding sites; C: *xylE*; D: divergently transcribed *malEFG* and *malKLM* operons with a complex regulatory region composed of 4 CRP-cAMP, 5 MalT and 2 Fis DNA-binding regulatory sites; E: *yjbI*; F: *ubiCA* operon with 1 Fnr and 1 IHF regulatory binding sites.

**(B)** *in vivo* ParB clusters on *parS<sub>F</sub>* inserted in *xylE* in reverse orientation (*xylE::parS<sub>F</sub>-rev*). Bright field combined with epifluorescence microscopy of *E. coli* cells (DLT3491) is displayed as in Fig. 1B and 1D. Cells were grown in the presence of 100  $\mu$ M IPTG and harbored a ParB<sub>F</sub>/*parS<sub>F</sub>* ratio relative to plasmid F of 10 (measured by Western blot; see legend Appendix Fig. S2B).

**(C)** ParB<sub>F</sub> binding profile from *xylE::parS<sub>F</sub>-rev* is identical to the one from *xylE::parS<sub>F</sub>*. The ChIP-seq profile, obtained from strain DLT2076, is displayed as in Fig. 1E. Monte Carlo simulations and analytic description, represented in red and dotted black lines, respectively, are performed as in Fig. 1E, with  $\kappa = 0.57$ . *Inset*; The ParB<sub>F</sub> binding profile is represented as the number of sequencing reads over 80-kbp centered at *parS*.

**(D)** ParB<sub>F</sub> binding profile is invariant with ParB<sub>F</sub> expressed *in cis* or *in trans*. The ChIP-seq profile obtained from strain DLT3567 (*xylE::parS<sub>F</sub>*) expressing ParB<sub>F</sub> *in trans* (from plasmid pJYB299) is displayed as in Fig. 1E. It shows that the ParB<sub>F</sub> DNA binding pattern is highly similar to the one observed when ParB<sub>F</sub> is expressed *in cis* (from the chromosome). This data also serves as a replicate of the ChIP-seq from strain DLT2075.

**(E)** Modeling the ChIP-seq data with the integration of the average fragments size of the DNA library. The same experimental ChIP-seq data as in Fig. 1C, from the plasmid F (F1-10B), were simulated by taking into account the average size of the DNA fragments present in the sequencing library. In Fig.1C, ChIP-Seq data was compared with simulations assuming a base pair resolution detection of ParB. However, ChIP-seq technique is based on the sequencing of sonicated fragments (~250-bp) with an intrinsic unknown on the precise location of ParB. The experimental signal is thus artificially enriched masking the sharp decrease between *parS* sites and non-specific DNA. Here, the chosen convention to build the

ParB profile is to count +1 read at each bp of the fragments on which one bound ParB is detected. From the simulation perspective, this amounts to perform two averages: (i) over the bound-ParB positions and (ii) over all fragment positions. Therefore, the distribution of reads over the fragments when a bound ParB is detected is a triangular profile centered at the ParB position where it takes the value of 1 and decreases linearly down to 0 at a genomic distance +/- the fragment size. This modifies the value of  $\kappa$  (and thus  $N_i$ ) for the simulation ( $\kappa= 0.09$ ) compare to Fig. 1C ( $\kappa= 0.42$ ).

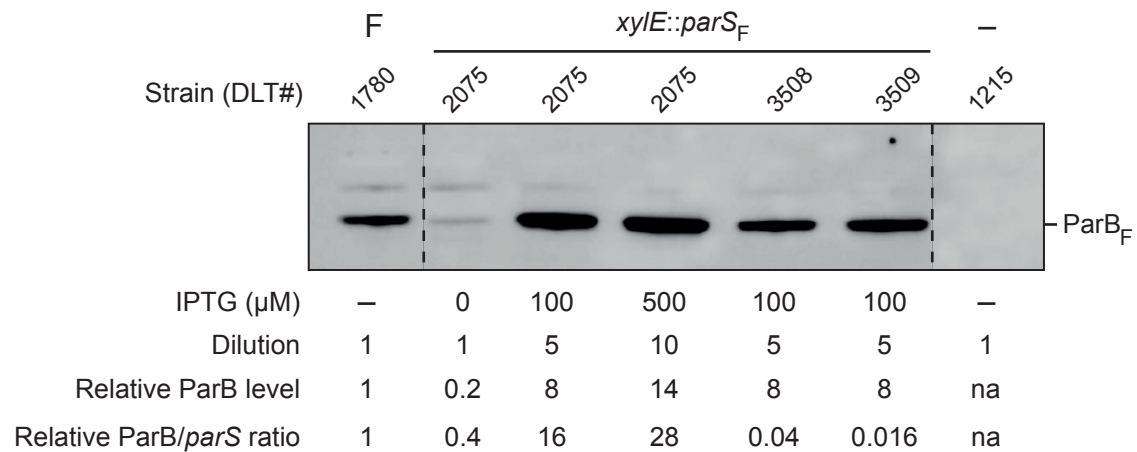

**Appendix Figure S2:** Measurement of the intracellular ParB<sub>F</sub> concentration.

A typical Western blot using anti ParB antibodies is displayed for the indicated strains grown in exponential phase. When indicated, IPTG was added to the cultures to induce *parB<sub>F</sub>* expression from the *lac* promoter. Quantifications of ParB<sub>F</sub> amount takes into account the dilution of the samples with DLT1215 protein extracts. The ParB<sub>F</sub> level was normalized relatively to strain DLT1780 carrying the WT mini-F expressing *parB<sub>F</sub>* under its endogenous promoter. The relative ParB/*parS* ratio takes into account the two-fold difference in copy number of the chromosome and the plasmid F, and was estimated from four independent measurements.

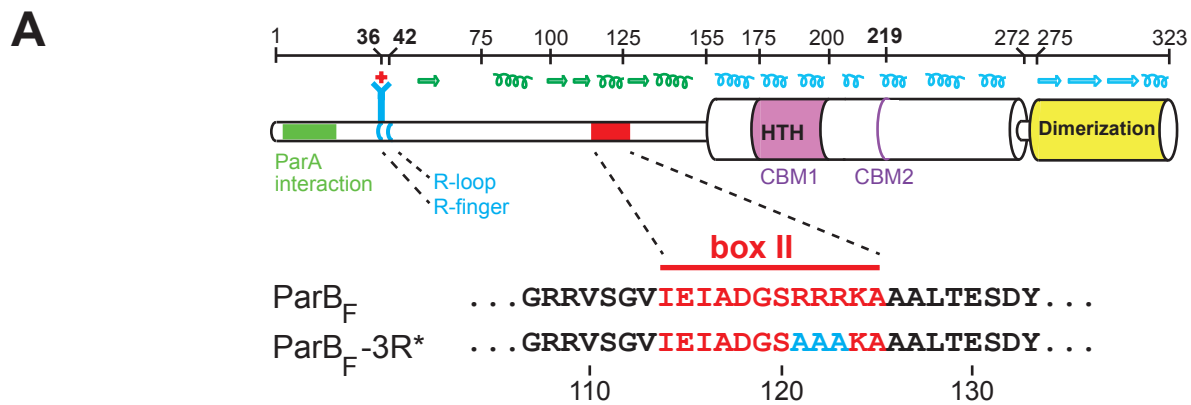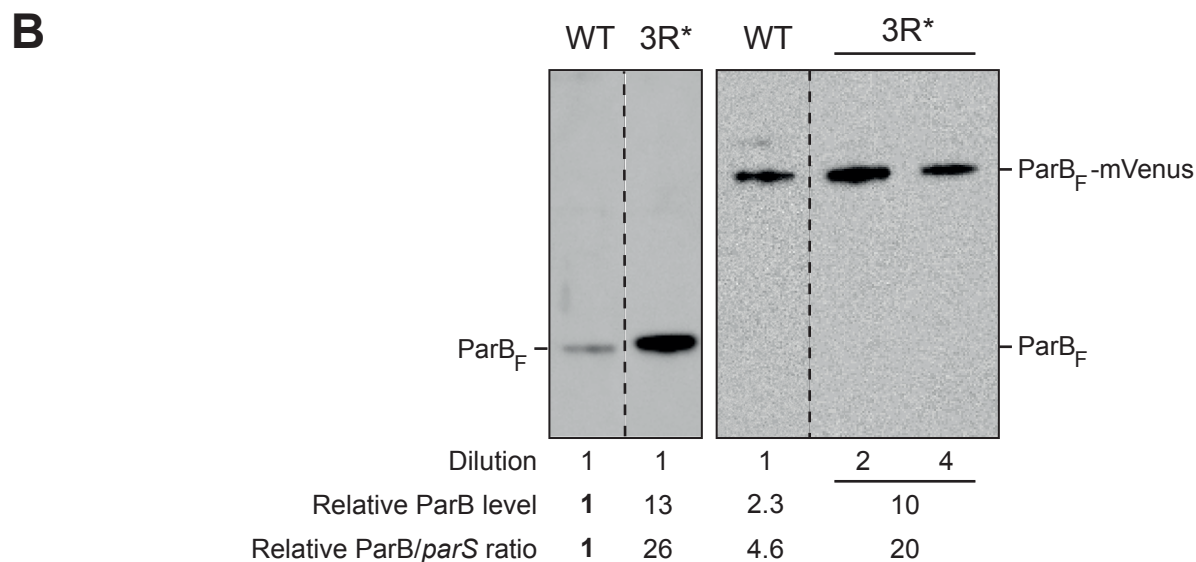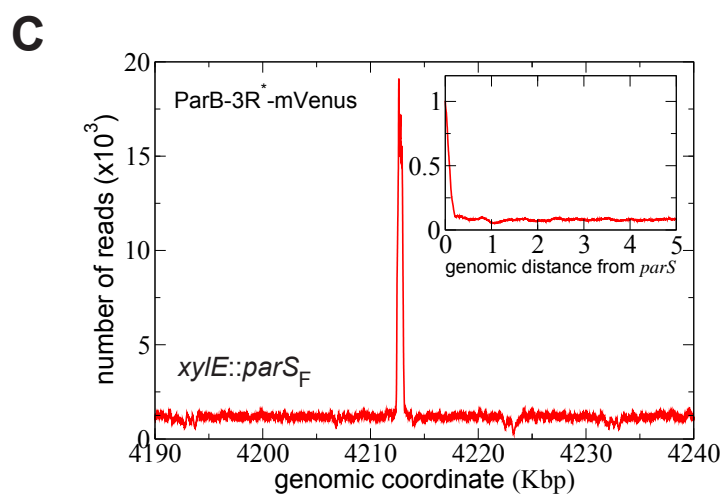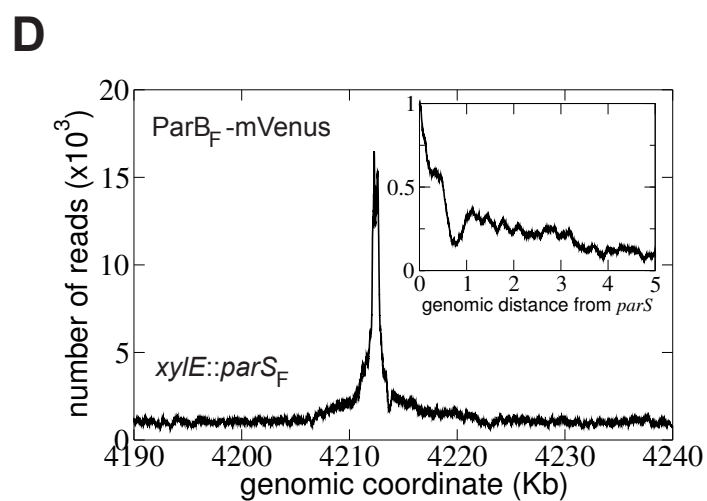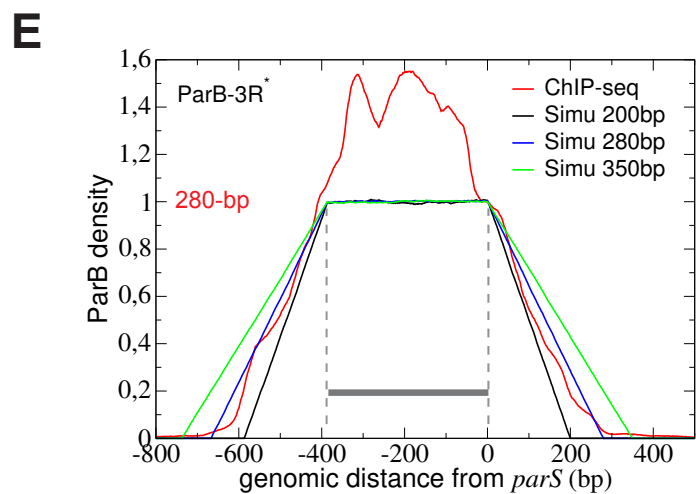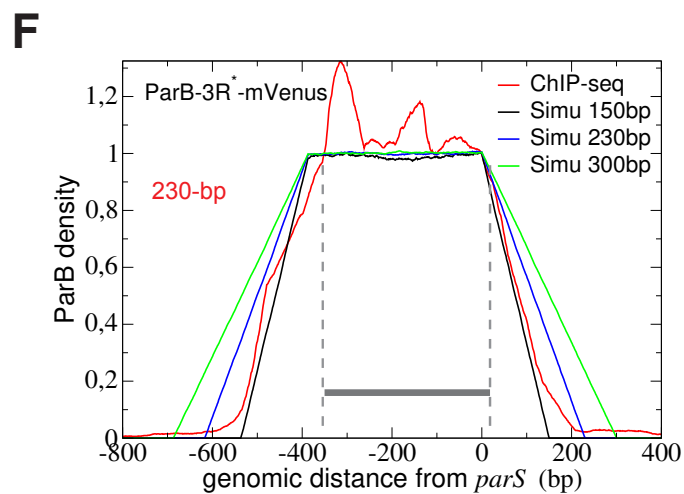

Appendix Figure S3

**Appendix Figure S3:** The ParB<sub>F</sub>-3R\* variant (box II) is deficient in cluster assembly in WT and fluorescent fusion versions.

**(A)** Schematic representation of ParB<sub>F</sub>. *Top*; amino acid numbering and secondary structures of ParB<sub>F</sub> to scale, highlighting some characteristic positions. Helices and arrows represent  $\alpha$ -helix and  $\beta$ -sheet, respectively, predicted (green) or determined by crystal analysis (blue). *Middle*; functional domains and motifs of ParB<sub>F</sub>. Thick cylinders (amino acids 155-272 and 275-323) represent the parts of ParB<sub>F</sub> structure that have been solved by X-ray crystallography whereas thin cylinders (1-155 and 272-275) have not (Schumacher et al, 2010). Arginine-finger like (R-finger), arginine-loop like (R-loop) and centromere binding motifs (CBM1 and CBM2) were functionally defined previously (Ah-Seng et al, 2009; Sanchez et al, 2013). The box II motif is represented by a red rectangle. *Bottom*; Amino-acids sequences of the box II motif (red) from WT and ParB<sub>F</sub>-3R\* variants. The three modified arginine (R) residues substituted to alanine (A) are indicated in blue.

**(B)** Measurement of the intracellular ParB<sub>F</sub> level. The quantification of ParB<sub>F</sub>, ParB<sub>F</sub>-3R\* and ParB<sub>F</sub>-3R\*-mVenus level was performed by Western blot analyses as described in Appendix Fig. S2B from strains DLT3567 (ParB<sub>F</sub>), DLT3726 (ParB<sub>F</sub>-3R\*), DLT3055 (ParB<sub>F</sub>-mVenus) and DLT3566 (ParB<sub>F</sub>-3R\*-mVenus). The relative levels of ParB<sub>F</sub> and ParB<sub>F</sub>-mVenus from pDAG114 and pJYB234, respectively, was previously determined at 2.3 (Sanchez et al, 2015). The relative ParB<sub>F</sub>/parS<sub>F</sub> ratio (see legend Appendix Fig. S2B) takes into account the two-fold difference in copy number of the chromosome and the plasmid F, and was estimated from two independent measurements.

**(C)** The DNA binding profile of ParB<sub>F</sub>-3R\*-mVenus is identical to ParB<sub>F</sub>-3R\*. The ChIP-seq profile obtained from strain DLT3566 expressing ParB<sub>F</sub>-3R\*-mVenus fusion protein is displayed as in Fig. 3C. The DNA binding profile of ParB<sub>F</sub>-3R\*, produced in 20-fold excess (see B), indicates that the mVenus tag is not promoting measurable ParB spreading that would arise from enhanced multimerization activity.

**(D)** The DNA binding profile of ParB<sub>F</sub>-mVenus is similar to ParB<sub>F</sub>. The ChIP-seq profile obtained from strain DLT3548 expressing ParB<sub>F</sub>-mVenus *in trans* from plasmid pJYB294 is displayed as in Fig. 3C. Cells were grown in M9 minimal medium at 30°C.

**(E)** ChIP-sequencing data modeling accounting for the average size distribution of the DNA fragments. The ParB<sub>F</sub>-3R\* DNA binding profile (red curve) is plotted from ChIP-seq data (same dataset as in Fig. 3C; strain DLT3726) generated from an IP library of DNA fragments of 280-bp in average. Three simulated profiles using a distribution of the size of the DNA fragments of 200-, 280- and 350-bp takes are displayed by black, blue and green curves,

respectively. The grey line represents the position of the 10 specific ParB<sub>F</sub> binding sites. The basal readout of ParB binding (background) was subtracted from the data before signal normalization to 1 by the value at the rightmost site of *parS* (genomic coordinate 0).

Here, the modeling describes only the ParB specific DNA binding on *parS* sites (see Materials and Methods). An ideal experiment at the base pair resolution would thus lead to ten discrete peaks of width 16-bp and height 1 at each of the ten *parS*<sub>F</sub> sites where a ParB<sub>F</sub> is always bound. The simulation using 280-bp well described the decay of experimental data, thus indicating that the ParB<sub>F</sub>-3R\* has lost the capacity to interact with nsDNA in the vicinity of *parS* sites. The discrepancy with the height of the plateau is not explained and could arise from factors not accounted in the simulations.

(F) As in (E) with ParB<sub>F</sub>-3R\*-mVenus. The distribution of the size of the DNA fragments used to generate the IP DNA library (strain DLT3566) has an averaged value of 230-bp. We noticed that the simulations with fragments size of 230-bp reproduced the decay of the profile.

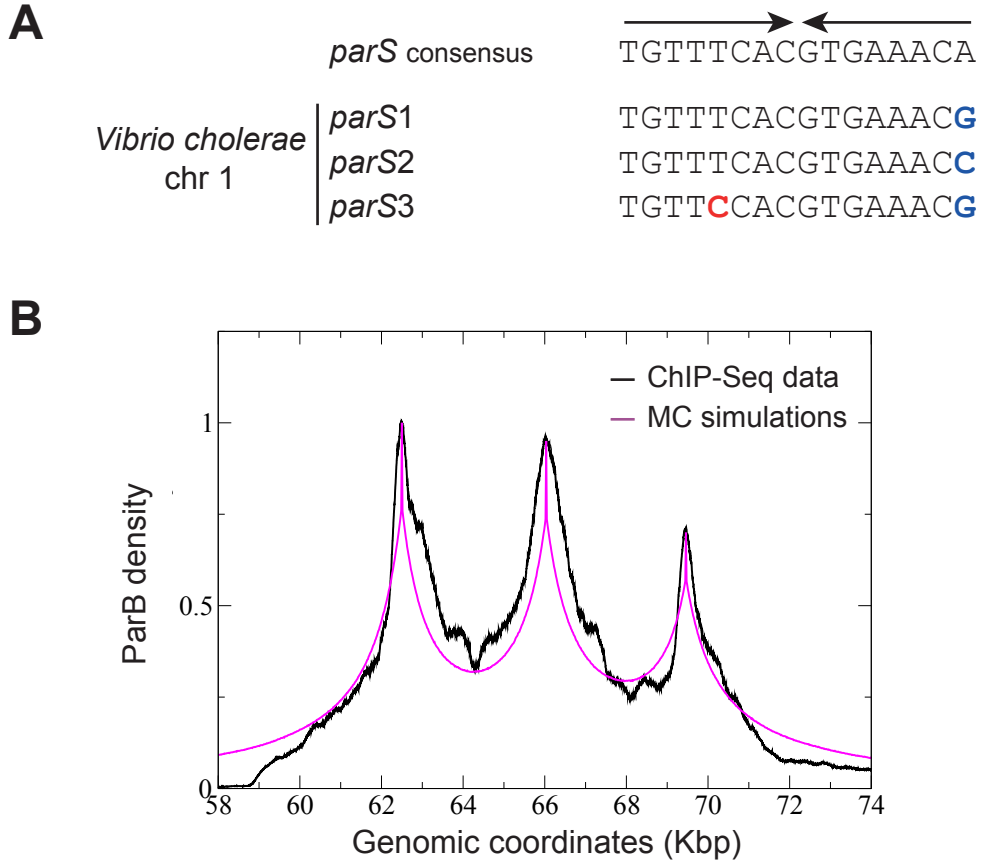

**Appendix Figure S4:** ParB<sub>*Vcho*</sub> binds slightly differently to the three *parS*<sub>*Vcho*</sub> sites.

**(A)** Nucleotide sequence of the three *parS* sites present on the main chromosome (Chr 1) of *V. cholerae*. The palindromic *parS* sequence indicated on top corresponds to the consensus defined for all *parS* present on the vast majority of bacterial chromosome (Lin & Grossman, 1998). *parS1* et *parS2* differ from the consensus at the last position (blue) and *parS3* at the 5<sup>th</sup> (red) and last (blue) positions.

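The consensus is the palindrome TGTTTCACGTGAAACA. With positions counted from 1 at the 5′ end of the sequences drawn in Appendix Fig S4A, and the base of the consensus given before that of the site, parS1 carries A16G, parS2 A16C, and parS3 both T5C and A16G. The sequences are TGTTTCACGTGAAACG for parS1, TGTTTCACGTGAAACC for parS2 and TGTTCCACGTGAAACG for parS3, all 16 bp long. In the ChIP-seq data, the summit of parS2, with a single difference, was at 0.959 of parS1 in replicate 2 and 0.844 in replicate 1. The summit of parS3, with 2 differences, was at 0.707 and 0.624.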

**(B)** Ideal simulation of the ParB<sub>*Vcho*</sub> DNA binding profile. The same Chip-seq dataset as in Fig. 4B (modeled with the correction for the distribution of the size of the DNA fragment in the sequencing library; see also Fig. S1E for further explanations) is modeled with ideal simulation (at the bp resolution). The Kuhn length  $a=16$ -bp and the foci size  $\sigma=25$ nm remain the same but  $\kappa$  (and thus  $N_l$ ) was adjusted to  $\kappa=0.47$  instead of  $\kappa=0.15$  in Fig.4B.

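Without the fragment size and with κ of 0.47, the root mean square difference between the density and the closed form of the model from 58 to 78 Kbp was 0.173 in replicate 2, the replicate presented in the figures, and 0.102 in replicate 1. With κ of 0.15 and a fragment size of 304 bp it was 0.0726 and 0.161.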

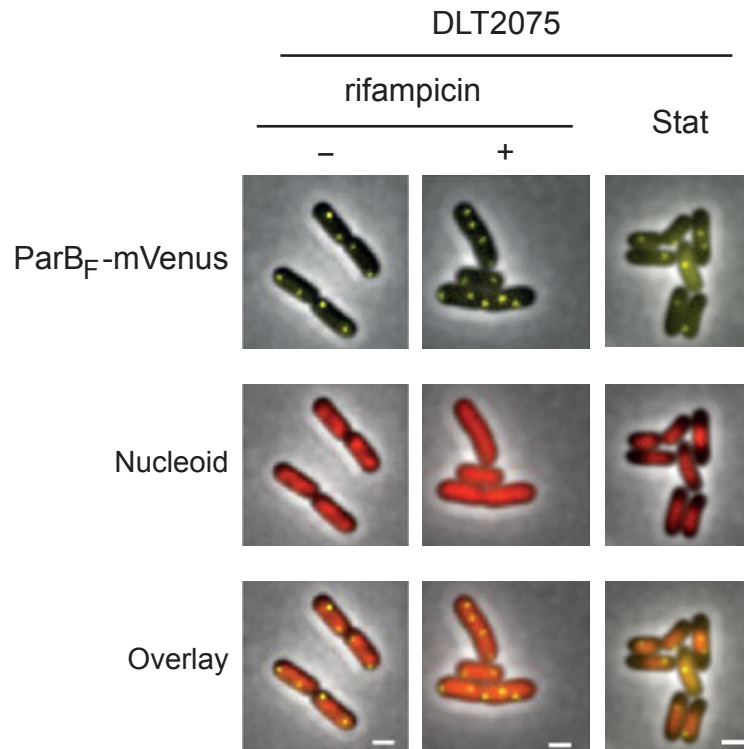

**Appendix Figure S5:** Nucleoid compaction in different growth conditions.

The strain DLT2075 carrying *xylE::parS<sub>F</sub>* was grown at 30°C in exponential phase ( $OD_{600} \sim 0.6$ ) before addition or not of rifampicin ( $200 \mu\text{g.ml}^{-1}$ ) and further incubation for 1 hour, or in stationary phase for  $\sim 24$  hr (Stat). Bright field combined with epifluorescence microscopy displays ParB<sub>F</sub>-mVenus protein (top), the nucleoid labelled with Hu-mCherry (central) and the overlay of all fluorescent channels (bottom). White bars: 1  $\mu\text{m}$

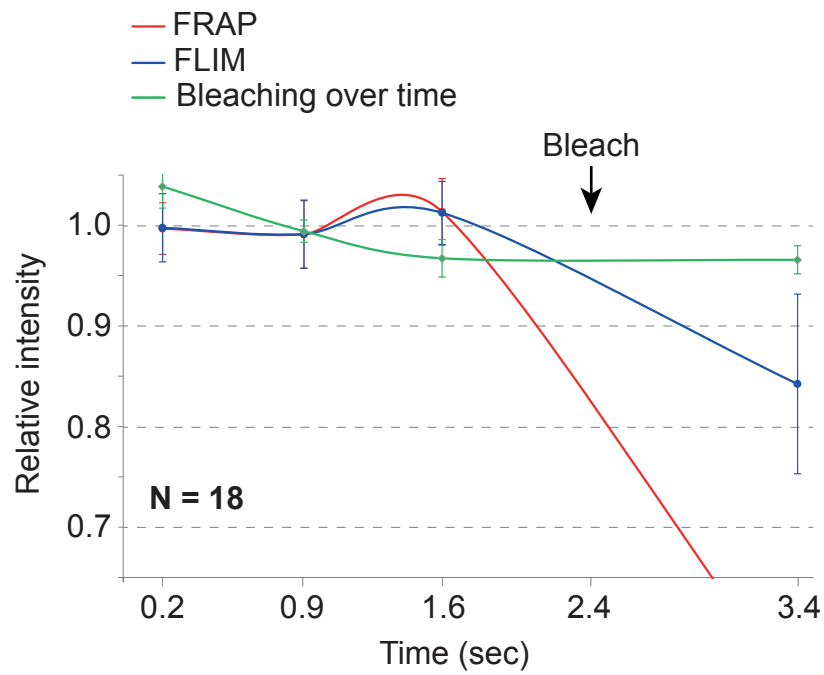

**Appendix Figure S6:** ParB dynamics between partition complexes, measured by FRAP experiments.

Same as Fig. 6B with zoom in to display the data from 18 independent FRAP experiments between 0 and 4 seconds. The photobleaching with the 488 nm laser was performed on 1 focus on two-foci cells at ~2.4 sec (bleach). For each experiment, the normalization to 1 of the fluorescence intensity was performed by averaging the foci intensity from the three pre-bleached images. Legends are as in Fig. 6B.

## Appendix Table S1: Bacterial strains and plasmids

All *Escherichia coli* strains are derivatives of *E. coli* K12, except C2833-based strains deriving from *E. coli* B. The two *Vibrio cholerae* strains used in this study are also listed.

| Strains | Genotype/relevant properties                                                                                 | Source/references     |
|---------|--------------------------------------------------------------------------------------------------------------|-----------------------|
| C2833   | <i>F'</i> , <i>lacIq</i> / <i>lon</i> , <i>lacZ</i> :: <i>T7gene1</i> (only relevant genotype)               | NEBioLabs             |
| C6706   | <i>V. cholerae</i> , <i>lac</i> , <i>parB1</i> :: <i>Tn</i> :: <i>kan</i>                                    | (Cameron et al, 2008) |
| DLT1215 | <i>F'</i> , <i>thi leu thyA deoB supE rpsL</i> , $\Delta$ ( <i>ara-leu</i> , <i>zac3051</i> :: <i>Tn10</i> ) | (Bouet et al, 2005)   |
| DLT1471 | DLT1215 <i>lacZ</i> :: <i>PparAB<sub>F</sub></i> :: ' <i>lacZ</i>                                            | This work             |
| DLT1472 | DLT1215 <i>lacZ</i> :: <i>parB<sub>F</sub></i> :: ' <i>lacZ</i>                                              | (Bouet et al, 2006)   |
| DLT1780 | DLT1215 / pDAG114                                                                                            | (Sanchez et al, 2015) |
| DLT2073 | DLT1215 <i>xylE</i> :: <i>parS<sub>F</sub></i>                                                               | This work             |
| DLT2074 | DLT1215 <i>xylE</i> :: <i>parS<sub>F</sub></i> rev                                                           | This work             |
| DLT2075 | DLT1472 <i>xylE</i> :: <i>parS<sub>F</sub></i>                                                               | This work             |
| DLT2076 | DLT1472 <i>xylE</i> :: <i>parS<sub>F</sub></i> rev                                                           | This work             |
| DLT2317 | C2833 / pYAS6                                                                                                | This work             |
| DLT2493 | C2833 / pYAS25                                                                                               | This work             |
| DLT3053 | DLT1215 <i>Hu-mCherry</i> , FRT-Kan-FRT                                                                      | (Le Gall et al, 2016) |
| DLT3055 | DLT3053 / pJYB234                                                                                            | This work             |
| DLT3289 | DLT3053 <i>Hu-mCherry</i> , FRT (Kan <sup>S</sup> )                                                          | This work             |
| DLT3431 | C2833 / pSM826                                                                                               | This work             |
| DLT3491 | DLT2074 <i>Hu-mCherry</i> , FRT-Kan-FRT / pJYB294                                                            | This work             |
| DLT3493 | DLT1215 <i>aceB</i> :: <i>parS<sub>F</sub></i> , FRT-Kan-FRT                                                 | This work             |
| DLT3495 | DLT1471 <i>aceB</i> :: <i>parS<sub>F</sub></i> , FRT-Kan-FRT                                                 | This work             |
| DLT3508 | DLT2075 / pZC302                                                                                             | This work             |
| DLT3509 | DLT2075 / pJYB57                                                                                             | This work             |
| DLT3548 | DLT2073 / pJYB294                                                                                            | This work             |
| DLT3550 | DLT3495 <i>aceB</i> :: <i>parS<sub>F</sub></i> , FRT (Kan <sup>S</sup> )                                     | This work             |
| DLT3553 | DLT3053 / pJYB294                                                                                            | This work             |
| DLT3566 | DLT2073 / pJYB296                                                                                            | This work             |
| DLT3567 | DLT2073 / pJYB299                                                                                            | This work             |
| DLT3573 | DLT2073 <i>Hu-mCherry</i> , FRT-Kan-FRT                                                                      | This work             |
| DLT3574 | DLT3566 <i>Hu-mCherry</i> , FRT-Kan-FRT                                                                      | This work             |
| DLT3576 | DLT2073 / pJYB57, pJYB294                                                                                    | This work             |
| DLT3577 | DLT2073 / pJYB302, pJYB294                                                                                   | This work             |
| DLT3583 | DLT3573 / pJYB259                                                                                            | This work             |
| DLT3584 | DLT3573 / pJYB294                                                                                            | This work             |
| DLT3586 | DLT1215 / F1-10B                                                                                             | This work             |
| DLT3589 | DLT1215 / F1-10B-mVenus                                                                                      | This work             |

---

|         |                                                                                                            |                        |
|---------|------------------------------------------------------------------------------------------------------------|------------------------|
| DLT3592 | DLT3289 / F1-10B $\Delta$ AB                                                                               | This work              |
| DLT3594 | DLT3289 / F1-10B-mVenus                                                                                    | This work              |
| DLT3598 | DLT3493, FRT (Kan <sup>S</sup> )                                                                           | This work              |
| DLT3605 | DLT3598 Hu-mCherry, FRT-Kan-FRT                                                                            | This work              |
| DLT3607 | DLT3053 / pJYB294                                                                                          | This work              |
| DLT3651 | DLT2075, $\Delta(pgl-yjbE)::kan$                                                                           | This work              |
| DLT3726 | DLT2073 / pJYB303                                                                                          | This work              |
| DLT3818 | DLT3053 / pJYB322                                                                                          | This work              |
| DLT3831 | DLT3592 / pJYB294                                                                                          | This work              |
| N16961  | <i>V. cholerae</i> , O1 biovar El Tor                                                                      | (Fogel & Waldor, 2006) |
| Stellar | <i>F<sup>-</sup></i> , <i>endA1</i> , <i>supE44</i> , <i>thi-1</i> , <i>recA1</i> (only relevant genotype) | Clontech (HST08)       |

---

| Plasmids   | Relevant characteristics                                                                                                                      | Source/references         |
|------------|-----------------------------------------------------------------------------------------------------------------------------------------------|---------------------------|
| F1-10      | F <sup>+</sup> , <i>lac</i> <sup>+</sup> tn10                                                                                                 | CGSC#6451; K603           |
| F1-10B     | F1-10, <i>ccdB</i> <sup>-</sup> <i>cat</i> <sup>+</sup>                                                                                       | This work                 |
| F1-10B ΔAB | F1-10B, <i>parAB</i> <sup>-</sup>                                                                                                             | This work                 |
| F1-10B-BmV | F1-10B, <i>parB<sub>F</sub>-mVenus</i>                                                                                                        | This work                 |
| pAM238     | pSC101, <i>aad</i> , <i>Plac-lacZ'</i> ::mcs                                                                                                  | (Bouet et al, 1996)       |
| pAS22      | pDAG114, <i>parB<sub>F</sub>-R121A-R122A-R123A-mVenus</i>                                                                                     | This work                 |
| pAS30      | pDAG114, <i>parB<sub>F</sub>-R121A-R122A-R123A</i>                                                                                            | This work                 |
| pCP20      | <i>ori</i> <sup>Ts</sup> , <i>Cam</i> <sup>R</sup> , <i>Amp</i> <sup>R</sup> , <i>flp</i> <sup>+</sup>                                        | (Datsenko & Wanner, 2000) |
| pDAG114    | mini-F, <i>repFIA</i> <sup>+</sup> , <i>ccdB</i> <sup>-</sup> , <i>resD</i> <sup>+</sup> , <i>rsfF</i> <sup>+</sup> , <i>cat</i> <sup>+</sup> | (Lemonnier et al, 2000)   |
| pDAG209    | pDAG114 Δ <i>parAB<sub>F</sub></i>                                                                                                            | (Bouet et al, 2006)       |
| pDK4       | <i>oriR</i> , <i>Amp</i> <sup>R</sup> , <i>FRT-Kan</i> <sup>R</sup> - <i>FRT</i>                                                              | (Datsenko & Wanner, 2000) |
| pFC13      | pSC101, <i>repAl</i> <sup>Ts</sup> , <i>rpsL</i> <sup>+</sup> , <i>cat</i> <sup>+</sup>                                                       | (Cornet et al, 1994)      |
| pJYB50     | pFC13, <i>lacZ</i>                                                                                                                            | This work                 |
| pJYB52     | pJYB50, <i>lacZ::sopOPAB</i>                                                                                                                  | This work                 |
| pJYB57     | pBSKS <sup>+</sup> , <i>bla</i> , <i>parS<sub>F</sub></i> <sup>+</sup>                                                                        | (Ah-Seng et al, 2009)     |
| pJYB102    | pFC13, <i>xylE</i>                                                                                                                            | This work                 |
| pJYB103.1  | pFC13, <i>xylE::parS<sub>F</sub></i>                                                                                                          | This work                 |
| pJYB103.2  | pFC13, <i>xylE::parS<sub>F</sub>-rev</i>                                                                                                      | This work                 |
| pJYB213    | pDAG114, <i>parB<sub>F</sub>-eGfp</i>                                                                                                         | This work                 |
| pJYB234    | pDAG114, <i>parB<sub>F</sub>-mVenus</i>                                                                                                       | (Sanchez et al, 2015)     |
| pJYB259    | pYAS47, <i>Plac::parA parB<sub>F</sub>-mVenus</i>                                                                                             | This work                 |
| pJYB294    | pAM238, <i>Plac::parB<sub>F</sub>-mVenus</i>                                                                                                  | This work                 |
| pJYB296    | pAM238, <i>Plac::parB<sub>F</sub>-3R*-mVenus</i>                                                                                              | This work                 |
| pJYB299    | pAM238, <i>Plac::parB<sub>F</sub></i>                                                                                                         | This work                 |
| pJYB303    | pAM238, <i>Plac::parB<sub>F</sub>-3R*</i>                                                                                                     | This work                 |
| pSM826     | pET28b, <i>parB<sub>Vc1</sub></i>                                                                                                             | Gift from Y. Yamaichi     |
| pYAS6      | pTYB1, <i>bla</i> , pT7:: <i>parB<sub>F</sub>-G324</i> - Sce Intein-CBD                                                                       | (Ah-Seng et al, 2009)     |
| pYAS25     | pYAS6, <i>parB<sub>F</sub>-3R* -G324</i>                                                                                                      | This work                 |
| pYAS47     | pAM238, <i>Plac::parAB<sub>F</sub></i>                                                                                                        | (Ah-Seng et al, 2013)     |
| pZC302     | pBR322, <i>bla</i> , <i>parS<sub>F</sub></i> <sup>+</sup>                                                                                     | (Bouet et al, 2005)       |

**Appendix Table S2:** The plasmid F1-10B *parB<sub>F</sub>-mVenus* is fully stable in *E. coli* cells grown in exponential phase but not the mini-F *parB<sub>F</sub>-3R\**

| Plasmids <sup>a</sup> | % Loss rate <sup>b</sup> |      |
|-----------------------|--------------------------|------|
|                       | MGC                      | LB   |
| pDAG114               | 0.03                     | 0.04 |
| pDAG209               | 5.3                      | 3.6  |
| F1-10B                | 0.05                     | nd   |
| F1-10B-BmV            | 0.025                    | nd   |
| pAS30                 | nd                       | 3.8  |

<sup>a</sup> All plasmids were introduced in strain DLT1215.

<sup>b</sup> The loss rate per cell per generation is the average of two measurements, except for pAS30 (one measurement). Experiments were performed in MGC at 30 °C or in LB at 37°C. nd; not determined.

## Appendix References

- Ah-Seng Y, Lopez F, Pasta F, Lane D, Bouet JY (2009) Dual role of DNA in regulating ATP hydrolysis by the SopA partition protein. *J Biol Chem* **284**: 30067-30075
- Ah-Seng Y, Rech J, Lane D, Bouet JY (2013) Defining the role of ATP hydrolysis in mitotic segregation of bacterial plasmids. *PLoS genetics* **9**: e1003956
- Bouet JY, Bouvier M, Lane D (2006) Concerted action of plasmid maintenance functions: partition complexes create a requirement for dimer resolution. *Mol Microbiol* **62**: 1447-1459
- Bouet JY, Campo NJ, Krisch HM, Louarn JM (1996) The effects on *Escherichia coli* of expression of the cloned bacteriophage T4 nucleoid disruption (*ndd*) gene. *Mol Microbiol* **20**: 519-528
- Bouet JY, Rech J, Egloff S, Biek DP, Lane D (2005) Probing plasmid partition with centromere-based incompatibility. *Mol Microbiol* **55**: 511-525
- Cameron DE, Urbach JM, Mekalanos JJ (2008) A defined transposon mutant library and its use in identifying motility genes in *Vibrio cholerae*. *Proc Natl Acad Sci U S A* **105**: 8736-8741
- Cornet F, Mortier I, Patte J, Louarn JM (1994) Plasmid pSC101 harbors a recombination site, *psi*, which is able to resolve plasmid multimers and to substitute for the analogous chromosomal *Escherichia coli* site *dif*. *J Bacteriol* **176**: 3188-3195
- Datsenko KA, Wanner BL (2000) One-step inactivation of chromosomal genes in *Escherichia coli* K-12 using PCR products. *Proc Natl Acad Sci U S A* **97**: 6640-6645
- Fogel MA, Waldor MK (2006) A dynamic, mitotic-like mechanism for bacterial chromosome segregation. *Genes Dev* **20**: 3269-3282
- Le Gall A, Cattoni DI, Guilhas B, Mathieu-Demaziere C, Oudjedi L, Fiche JB, Rech J, Abrahamsson S, Murray H, Bouet JY, Nollmann M (2016) Bacterial partition complexes segregate within the volume of the nucleoid. *Nature communications* **7**: 12107
- Lemonnier M, Bouet JY, Libante V, Lane D (2000) Disruption of the F plasmid partition complex in vivo by partition protein SopA. *Mol Microbiol* **38**: 493-505.
- Lin DCH, Grossman AD (1998) Identification and characterization of a bacterial chromosome partitioning site. *Cell* **92**: 675-685
- Sanchez A, Cattoni DI, Walter JC, Rech J, Parmeggiani A, Nollmann M, Bouet JY (2015) Stochastic Self-Assembly of ParB Proteins Builds the Bacterial DNA Segregation Apparatus. *Cell Syst* **1**: 163-173
- Sanchez A, Rech J, Gasc C, Bouet JY (2013) Insight into centromere-binding properties of ParB proteins: a secondary binding motif is essential for bacterial genome maintenance. *Nucleic Acids Res* **41**: 3094-3103
- Schumacher MA, Piro KM, Xu W (2010) Insight into F plasmid DNA segregation revealed by structures of SopB and SopB-DNA complexes. *Nucleic Acids Res* **38**: 4514-4526

# Supplementary material for: A conserved mechanism drives partition complex assembly on bacterial chromosomes and plasmids
**Source:** Mol Syst Biol. 2018 Nov 16;14(11):e8516. doi: 10.15252/msb.20188516
**Supplement:** Supplementary file 3 — Table EV1

**Table EV1**: Synoptic of the information relative to the ChIP-sequencing experiments performed in this study.

| Strain  names | Main  properties | Condition  +Induction  IPTG (µM) | ChIP  Input/IP Antibody* | Av.  Library  size** | Reads  total | Reads  mapped | Repli  -cates  *** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| N16961 | *V. cholera*  ParB*_Vc_*_1_ |  | Input  IP antiParB*_Vc_*_1_  Input  IP antiParB*_Vc_*_1_ | 174  242  300  291 | 12,868,709  13,483,693  2,774,742  13,070,887 | 12,858,665  13,455,159  2,604,683  12,667,578 | R1  R1  **R2**  **R2** |
|  |  |  |  |  |  |  |  |
| DLT2075 | *E. coli xylE::parS*  ParB_F_ | 0  100  100  500  100+Rif  100+Rif  100+Rif  100+Rif  100+Stat | IP anti ParB_F_  Input  IP anti ParB_F_  IP anti ParB_F_  Input  IP anti ParB_F_  Input  IP anti ParB_F_  IP anti ParB_F_ | 227  221  232  236  218  220  245  235  221 | 19,383,231  2,749,708  28,121,778  18,640,299  2,574,588  18,713,508  4,729,531  17,497,222  17,421,430 | 18,674,747  2,734,519  27,340,929  18,238,167  2,573,936  18,739,130  4,705,426  17,442,526  16,437,819 | **R1**  **R1**  **R1**  **R1**  R1  R1  **R2**  **R2** **R1** |
|  |  |  |  |  |  |  |  |
| DLT2076 | *E. coli xylE::parS_rev_*  ParB_F_ | 100  100 | Input  IP anti ParB_F_ | 212  205 | 4,677,899  15,913,903 | 4,657,415  15,739,377 | **R1**  **R1** |
|  |  |  |  |  |  |  |  |
| DLT3508 | DLT2075 / pZC302  ParB_F_ | 100  100 | Input  IP anti ParB_F_ | 200  225 | 2,944,026  18,487,262 | 2,932,165  18,280,592 | **R1**  **R1** |
|  |  |  |  |  |  |  |  |
| DLT3509 | DLT2075 / pJYB57  ParB_F_ | 100  100 | Input  IP anti ParB_F_ | 200  207 | 4,971,522  11,633,789 | 4,956,498  11,498,514 | **R1**  **R1** |
|  |  |  |  |  |  |  |  |
| DLT3548 | *E. coli xylE::parS*  ParB_F_-mVenus | 100  100  100-M9^a^  100-M9^a^ | Input  IP anti ParB_F_  Input  IP anti ParB_F_ | 229  223  232  207 | 4,708,965  16,608,073  3,466,564  32,735,443 | 4,694,844  16,495,514  3,451,802  32,610,476 | R1  R1  **R2**  **R2** |
|  |  |  |  |  |  |  |  |
| DLT3566 | *E. coli xylE::parS*  ParB_F_-3R*-mV | 100  100 | Input  IP anti ParB_F_ | 231  217 | 5,692,702  19,676,288 | 5,673,225  19,832,217 | **R1**  **R1** |
|  |  |  |  |  |  |  |  |
| DLT3567 | *E. coli xylE::parS*  ParB_F_ *in trans* | 100  100 | Input  IP anti ParB_F_ | 274  296 | 4,500,397  31,822,212 | 4,479,246  31,385,270 | **R1**  **R1** |
|  |  |  |  |  |  |  |  |
| DLT3586 | *E. coli /* F1-10B  ParB_F_ | -  - | Input  IP anti ParB_F_ | 219  217 | 7,856,173  19,676,288 | 7,772,484  19,480,096 | **R1**  **R1** |
|  |  |  |  |  |  |  |  |
| DLT3651 | *E. coli xylE::parS*  *Δlocus A*  ParB_F_ | 100  100 | Input  IP anti ParB_F_ | 210  196 | 4,858,857  20,060,092 | 4,839,697  19,811,513 | **R1**  **R1** |
|  |  |  |  |  |  |  |  |
| DLT3726 | *E. coli xylE::parS*  ParB_F_-3R* | 100  100 | Input  IP anti ParB_F_ | 303  298 | 2,525,117  15,054,848 | 2,504,280  14,949,822 | **R1**  **R1** |
|  |  |  |  |  |  |  |  |

* Affinity-purified antibodies from rabbit-serum.

** Average size of the DNA fragments in the library as measured by sequencing.

*** Replicates indicated in bold correspond to the ones presented in figures in the manuscript.

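For V. cholerae, replicate 2 is in bold. Its IP library and that of replicate 1 were of similar depth, with 12667067 and 13454514 reads as computed from the deposited coverage, but the share of coverage in the domain was 41.6% in replicate 2 and 3.03% in replicate 1. The input of replicate 2 had 2604590 reads against 12858152 for replicate 1.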

^a^ Cells were grown in M9 glucose and casamino-acids at 30°C. All other growth cultures were performed in LB at 37°C.

# Supplementary material for: A conserved mechanism drives partition complex assembly on bacterial chromosomes and plasmids
**Source:** Mol Syst Biol. 2018 Nov 16;14(11):e8516. doi: 10.15252/msb.20188516
**Supplement:** Supplementary file 4 — Table EV2

**Table EV2:** The patterns of dips and peaks are highly conserved

Strain #1 Growth Strain #2 Growth Correlation Fig.

condition condition coefficient

DLT2075 no IPTG DLT2075 100µM IPTG 0.959 2A

DLT2075 no IPTG DLT2075 500µM IPTG 0.977 2A

DLT2075 100µM IPTG DLT2075 500µM IPTG 0.975 2A

DLT2075 100µM IPTG DLT3651^a^ 100µM IPTG 0.975 5D

DLT2075 500µM IPTG DLT2075 +Rif 0.978 5B

DLT2075 500µM IPTG DLT2075 Stat phase 0.971 5B

DLT2075 100µM IPTG DLT3508 100µM IPTG 0.947 2A

DLT2075 100µM IPTG DLT3509 100µM IPTG 0.935 2A

DLT2075 100µM IPTG DLT3586^b^ 0.814 1C

DLT2075 100µM IPTG Theoretical curve^c^ 0.811 1E

^a^ the strain DLT3651 carries the deletion of the locus A.

^b^ the strain DLT3586 carries the F1-10B plasmid.

^c^ the theoretical curve correspond to the fitted power law in Fig. 1E.

The ParB_F_ DNA binding patterns on the right side of *parS*, from coordinates +222 to + 9057, were compared by correlation analyses. The ChIP-seq pattern from strain DLT2075 (*xylE*::*parS*_F_) grown in the indicated condition (strain #1) is compared with that of the same strain grown in a different condition, of another strain or of a theoretical curve (strain #2). The ParB_F_ DNA binding patterns arising from *xylE*::*parS*_F_ are highly correlated (0.96-0.98) in all tested conditions. Despite the overall shape of the pattern is conserved, these correlation coefficients are higher than the ones comparing *xylE*::*parS*_F_ to F plasmid *parS*_F_ (0.81) or to the theoretical power law distribution (0.81). Also, in the condition of strong ParB titration (strains DLT3508 and DLT3509) which lead to very low ChIP-seq signal in the vicinity of *xylE*::*parS*_F_, the correlation coefficients are still higher (0.93, 0.95) than from the F plasmid *parS*_F_. Therefore, this indicates that the observed dips and peaks are related to the local genomic environment.

How the deposited data were processed for this re-analysis (not part of the article)

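ParBVc1 binding in V. cholerae N16961 was measured by ChIP-seq in 4 libraries, the IP and the input of 2 replicate cultures. The E. coli ChIP-seq experiments of the paper were not analysed here. For each library the authors deposited the signal as per-bp coverage, made by mapping Ion Torrent reads with TMAP from the Torrent Suite and counting with bedtools genomecov, each read being extended to the fragment size of the library. The deposited coverage is not normalized and holds no background subtraction. The condition and the replicate of each library were taken from the sample labels and Table EV1.

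Total coverage divided by the fragment size gave 13454514 reads for the replicate 1 IP, 12667067 for the replicate 2 IP, 12858152 for the replicate 1 input and 2604590 for the replicate 2 input, each within 0.0048% of the mapped reads of Table EV1. Coverage at the parS1 summit gives a 95% Poisson counting error of 0.361% in replicate 2 and 1.08% in replicate 1. Such errors cover counting only, since reads without molecular identifiers are not independent molecules, and the spread between the 2 cultures was much larger.

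Coverage was smoothed over 101 bp. The background was the median IP coverage of the same library on chromosome 1 from 25 to 45 and from 85 to 105 Kbp, and the limits of the domain were set at 3 times this background. Summits were sought from 60000 to 64200, from 64200 to 68000 and from 68000 to 72000, using the minima given in the paper as bounds. The design fixed before the data were examined sought each summit near the motif midpoint, but no genome sequence was used here and the text gives a coordinate for parS1 alone. The reach of the domain on the right was therefore measured from the parS3 summit of each replicate, and the offsets of the parS2 and parS3 summits and the heights at their motif midpoints were not analysed here. Densities were taken after background subtraction, relative to the parS1 summit. The ratio of IP to input was computed between libraries divided by their total coverage, and divided by its median over 1000-bp windows outside 45 to 85 Kbp of chromosome 1. Windows with a median input coverage of at least 10 were used.

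Windows were also tested with limma on log2(normalized coverage + 1), where normalized coverage is the mean coverage of the window times 1000 over the mean of the library outside 45 to 85 Kbp, with the replicate as a block. On simulated libraries with 200 windows changed by 4 or 16 times, limma recovered 100% of them with 1 other window called, and the scan of ratios recovered 100% with 0 others. The noise in the simulation was independent between windows and of equal size inside and outside the changed windows. The model was the closed form of the paper's formula, summed over 3 independent sites in monomers of 16 bp and spread by a triangular kernel of the fragment size. It replaces the Monte Carlo simulations of the paper and holds no sampling noise.

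The sites of the main results were fixed by a rule before the data were examined. They are the 3 parS sites, the rRNA operon, the minima of the paper, and the 5 windows outside 45 to 85 Kbp with the largest ratio in the lower replicate. Other sites were named after looking at the data, namely the windows enriched in replicate 2 alone, the tail to the right of the domain, the step near 75 Kbp, the positions within the operon and the stretches of high input. Alternatives were tried for the threshold, the background, the smoothing, the scaling, the pairing of IP with input, the window size, the pseudocount and the parameters of the model, and each replicate was left out in turn. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and limma 3.58.1 in R 4.3.3. Figures were drawn with matplotlib 3.10.9.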

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

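All tests in this part were chosen after the results they bear on had been seen, except that on the fragment size of the libraries. The positions compared were also chosen after looking at the data. The labels give no condition that differs between the replicates, so that no biological explanation was tested for any difference between them.

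The replicate 1 IP, which the figures do not show, carried a signal around parS1-3 above its input, but of another shape than that of replicate 2. At the minimum between parS1 and parS2 the density relative to parS1 was 0.0995 in replicate 1 and 0.33 in replicate 2, a ratio of 3.35, and at the other minimum the ratio was 3.13. The signal above background was 9.23, 10.5 and 10.5 times higher in replicate 2 at the summits of parS1, parS2 and parS3, but 30.9 and 28.9 times higher at the minima and 26.5 times higher at 72 Kbp. Replicate 1 thus lacked signal between and beside the sites more than at them. The background subtraction does not account for this, since the ratio at the left minimum was at least 2.57 under the 3 other backgrounds. In the model with the paper's σ and κ, fragment sizes of 291 and 242 bp gave minima that differed by 1.07 times. At these settings the fragment size does not account for the difference, but the measured profiles do not test this separately. Compression of the highest coverage in replicate 2 could flatten its peaks. The slope of the log signal of replicate 2 on that of replicate 1 was 0.766 among the 3 summits and 0.476 from the minimum to the parS1 summit, where compression that grows with coverage predicts the lower slope among the summits. The slope was however 0.247 between parS2 and parS1 and 1.01 between parS3 and parS2, and with 3 summits this explanation cannot be excluded. The names given to the data carry a sequencing chip for the libraries of replicate 2 alone, so that a difference between sequencing batches, cultures or cross-linking cannot be separated from the replicate number.

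The coverage of the replicate 2 IP over that of the replicate 1 IP was raised over the 15 Kbp to the right of the replicate 2 domain, from 76517 to 91517, at 1.98 times its level in flanks of 30 Kbp farther away on both sides. In successive blocks of 5 Kbp it declined from 2.52 to 1.92, 1.51 and 1.23, and then stayed between 1.15 and 1.22 from 96517 to 121517. It was 1.01 from 121517 to 126517, a block that overlaps the farther flank. In the first 3 blocks the replicate 1 IP was at 1135, 1148 and 1144, near its background of 1124, and the replicate 2 IP at 2726, 2099 and 1647. The paper's text does not report a signal beyond the domain. The right part of the background region lies partly in this tail. In the inputs the ratio over the same 15 Kbp was 1.09, which goes against a regional difference in DNA content, although single blocks of the inputs varied from 0.815 to 1.53. At the same distances to the left of parS1, beyond the rRNA operon, the IP ratio was 1.17. This is within the range of the right side from 96517 to 121517. A factor in the scaling of the libraries cancels in these ratios, so that scaling was not tested by this value. A candidate explanation is ParB binding at low density beyond the domain in replicate 2, but this cannot be told apart from a difference between the library preparations.

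Near 75 Kbp the signal fell steeply in both replicates, here called a step, which the paper's text does not discuss. From 5046 to 6146 bp to the right of the replicate 2 parS3 summit, in segments of 400 bp, the signal above background fell from 12802 to 4252 in replicate 2, by 3.01 times, and from 636 to 215 in replicate 1, by 2.96 times. The values of replicate 1 are smaller than its background of 1124 and so depend on it. Over the interval of the same length just before, from 3946 to 5046 bp, the signal fell by 1.21 times in replicate 2 and 1.03 times in replicate 1, and from 2846 to 3946 bp by 1.32 and 1.27 times. The larger of the input ratios across the step was 1.29, in replicate 2, and the other was 0.977, so that uneven DNA content or mapping would account for part of the fall at most. The step may be a further limit to ParB binding, as the paper describes at the end of the rRNA operon. The genes at this position were not analysed here, and a difference in cross-linking or fragmentation along the DNA was not tested.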

How the results depend on the processing

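The alternatives were set before the data were examined, except a background from 25 to 45 Kbp alone, the parS1 value at coordinate 62438 and the fits of κ, which were chosen after seeing the data. Values are means of both replicates unless stated. Of the 82 alternatives that did not leave out a replicate, 74 moved a value by less than the SD between replicates or kept a count within 1.5 times. That SD was large, so that this shows little by itself. The lowest and highest values within each replicate are given below for some of the main results.

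With the median of chromosome 1 as background, the length of the domain was 20.5 Kbp in place of 13.5, and its right reach from parS3 was 10.2 Kbp in place of 4.04. This median was 507 in replicate 2 and 795 in replicate 1, against local backgrounds of 1253 and 1124. IP coverage within 100 Kbp of the first bp was 2.47 and 1.83 times that of the middle of the chromosome. The limit was thus set too close to the coverage around the domain, above all in replicate 2. With smoothing over 250 bp on either side, the offset of the parS1 summit was 79 bp in place of 32.5, and the height of parS2 relative to parS1 was 1.01 in place of 0.901. The correlation of the replicates over the domain was 0.969 with 500 bp around the parS sites left out and 0.922 on the log2 scale, against 0.900. With coverage scaled by the total of each library, limma called 15 windows in place of 0, all within 45 to 85 Kbp. The domain held 41.6% of the replicate 2 IP, so that this scaling lowers that library everywhere else. At an unadjusted p under 0.05, limma then found 154 windows with a negative log2 fold change, against 7. Its estimate of the spread was then equal in all windows. The 15 windows thus rest on this scaling and are not a separate detection. The cause of the changes with smoothing and in the correlation was not tested.

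Over the settings that kept both replicates, the length of the domain ranged from 8.23 to 11.3 Kbp in replicate 1 and from 16.3 to 29.8 Kbp in replicate 2. The left reach stayed between 3.55 and 4.25 Kbp in replicate 2 and between 0.594 and 2.32 Kbp in replicate 1. The height of parS2 relative to parS1 ranged from 0.844 to 0.983 in replicate 1 and from 0.954 to 1.03 in replicate 2, so that these ranges overlapped. The height of parS3 relative to parS1 ranged from 0.620 to 0.637 in replicate 1 and from 0.692 to 0.727 in replicate 2. The density at the left minimum ranged from 0.0945 to 0.145 and from 0.322 to 0.415, so that the replicates did not overlap under any of the settings run.

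Windows outside 45 to 85 Kbp enriched in the ratio of IP to input numbered 0 under each setting run with both replicates, and from 0 to 13 with a single replicate, the 13 being in replicate 2. Leaving out a replicate gave lengths from 9.33 to 17.7 Kbp. With 2 replicates, a mean cannot move by more than the SD when either is left out, so that these values test nothing further.

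As regards the replicate block, limma called 0 windows with and without it, against 6 and 5 windows with a log2 fold change of at least 1 at an unadjusted p under 0.05. With no pairing of IP and input, the ratio of IP to input was 50.8 in place of 53.1 over the domain, 0.648 in place of 0.791 in the rRNA operon and 1.15 in both cases to its left. The deviations of same-numbered IP and input libraries had a correlation of 0.110 across windows.

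The value at the motif midpoints and the offsets of the parS2 and parS3 summits were not run, for lack of a coordinate. The least-squares fit of κ between parS1 and parS3 did not settle on a value in replicate 2. The replicate 2 input had 2604590 reads, with a median coverage of 167 in windows of 1000 bp. The smallest window that this depth allows was not tested, although the scan with 500-bp windows also gave 0.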

Differences from the paper's values

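A least-squares fit of the closed form of the model from the end of the rRNA operon to 78 Kbp, with σ, κ and the heights of parS2 and parS3 free and the fragment size of each library, gave κ of 0.521 ± 0.136 (SD, n = 2 cultures), against the paper's 0.15 with a stated error of 0.05. It was 0.617 in replicate 2 and 0.425 in replicate 1, with σ of 21.3 and 12.7 nm. The paper's methods assume a of 16 bp, take σ and κ to keep the heights and peaks of the data, and call the simulations only semi-quantitative. The values of κ were thus not obtained in the same way. The least-squares fit was itself added after seeing the data, and no alternative for κ was set before the data were examined. With σ fixed at 25 nm, a setting chosen after seeing the values, κ was 0.179 in replicate 2 and 0.0338 in replicate 1. The mean of 0.106 is nearer to the paper's value than the SD between replicates. The κ of replicate 2, the replicate shown in the figures, lies within the paper's stated error. That of replicate 1 is lower than the paper's by more than this error. With only the positions between parS1 and parS3, also chosen after seeing the values, κ was 0.872 in replicate 1 and not determined in replicate 2. The root mean square difference was 0.0515 with σ free and 0.0561 with σ fixed in replicate 2, and 0.0261 and 0.0534 in replicate 1, where fixing σ worsened the fit. With parS1 set at 1, the fitted probability of parS2 was 1.05 with σ free and 1.08 with σ fixed in replicate 2. In replicate 1 it was 0.961 and 1.04. Values above 1 cannot be probabilities, which limits what these fits say about κ.

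The paper states that no other binding was observed over the genome. In replicate 2 alone, 13 windows of 1000 bp outside 45 to 85 Kbp had a ratio of IP to input of at least 2, of which 9 lay from 86001 to 109000 on chromosome 1, and none of the 13 reached 2 in replicate 1. In the first 3 of the 9, the replicate 2 IP was at 1872, 1689 and 1720. In the other 6 it lay between 1260 and 1454, near its background of 1253. Some of these 6 lie within 85 to 105 Kbp, from which that background was partly taken, so that the closeness is partly built in. The rest of the 13 were at 2956001 on chromosome 1 and at 1049001, 1050001 and 1052001 on chromosome 2. Their ratios were 2.00, 2.24, 2.43 and 2.08. In those on chromosome 2 the replicate 2 IP was at 1078, 1133 and 961, against a median of 419 on that chromosome. No local background was computed there, so that these values do not show a local peak. In replicate 1 the ratios of these windows were 1.00, 1.06 and 1.00.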

Other observations

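All tests in this part were chosen after the results they bear on had been seen.

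The input coverage was raised over the rRNA operon next to parS1, by 3.03 times in replicate 1 and 1.93 times in replicate 2 relative to the 5 Kbp to its left. The IP rose by 1.03 and 1.65 times. Reads counted at every copy of a repeated sequence would raise the IP libraries as much, which was not the case in replicate 1. The short fragments of the replicate 1 input, 174 bp, are not needed for the rise, since the replicate 2 input with 300 bp rose by 1.93 times. The cause of the rise in the inputs remains open, and no biological explanation was tested.

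Outside 45 to 85 Kbp, 48 windows of 1000 bp, all on chromosome 1, had a coverage of at least 1.5 times the median of the 20 Kbp on either side in both inputs. They formed 14 stretches, of which 6 held at least 5 windows, a limit chosen after looking at the data, from 151001 to 156000, 324001 to 329000, 401001 to 407000, 762001 to 768000, 2676001 to 2681000 and 2928001 to 2939000. Windows separated by short gaps were joined, so that the stretch from 2928001 to 2939000 is not continuous. The annotation of these stretches was not analysed here. In these 6 stretches the local rise of the replicate 2 IP was 1.82 times that of the replicate 1 IP at the median, and larger in 35 of 35 windows. In the 8 shorter stretches the same median was 0.979, but their input coverage was also lower, at medians of 2.59 and 1.69 times its surroundings in replicates 1 and 2 against 4.07 and 2.46. In the 3 windows of the long stretches for which a window of a short stretch had at least as much input in both replicates, the rise of replicate 2 over replicate 1 was from 1.34 to 2.25, against 0.946 to 1.08 in the 5 such windows of the short stretches, which goes against high input coverage alone. A general rise of background would also raise the replicate 1 IP. The median rise over the 48 windows was 1.22 in replicate 1 and 1.78 in replicate 2. In the long stretches it was 1.26 and 1.97. Both libraries rose, so that these values cannot exclude this explanation. A candidate explanation is that these stretches are near copies of the operon next to parS1, whose ParB-bound reads in replicate 2 were assigned among the copies. In that case the excess of replicate 2 would be larger at the end of the operon next to parS1. In segments of 800 bp, the ratio of replicate 2 to replicate 1 was 1.5 near the end next to parS1, starting 523 bp inside it, and 1.38 near the far end, starting 477 bp inside it. The first is 1.08 times the second. In segments of 200 bp, the ratio was 2.03 at 3823 bp from the end next to parS1 and 2.19 at 5523 bp, just beyond the far end. It was 1.59 at 723 bp and 1.35 at 1623 bp. At 2623 and 4623 bp it was 1.29 and 1.39. Nearer to the end next to parS1 it was 5.77 at 200 bp and 1.73 at 400 bp, where fragments of 291 bp reach in from the domain at the first position. The ratio thus showed no single direction along the operon. Which parts of the operon are repeated was not analysed here. This explanation can be neither retained nor excluded.

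Coverage within 100 Kbp of the first bp of chromosome 1, without 45 to 85 Kbp, over that of the middle of the chromosome was 2.85 and 2.21 in the inputs of replicates 1 and 2, and 1.83 and 2.47 in their IP. The order of the replicates was thus opposite in the inputs and the IP. Across windows outside 45 to 85 Kbp, the log2 coverage of both IP libraries had a correlation of 0.870, whereas that of both inputs was 0.493.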
